# Developmental cell fate choice in neural tube progenitors employs two distinct *cis*-regulatory strategies

**DOI:** 10.1016/j.devcel.2022.11.016

**Published:** 2022-12-13

**Authors:** M. Joaquina Delás, Christos M. Kalaitzis, Tamara Fawzi, Madeleine Demuth, Isabel Zhang, Hannah T. Stuart, Elena Costantini, Kenzo Ivanovitch, Elly M. Tanaka, James Briscoe

## Abstract

In many developing tissues, the patterns of gene expression that assign cell fate are organized by graded secreted signals. *Cis*-regulatory elements (CREs) interpret these signals to control gene expression, but how this is accomplished remains poorly understood. In the neural tube, a gradient of the morphogen sonic hedgehog (Shh) patterns neural progenitors. We identify two distinct ways in which CREs translate graded Shh into differential gene expression in mouse neural progenitors. In most progenitors, a common set of CREs control gene activity by integrating cell-type-specific inputs. By contrast, the most ventral progenitors use a unique set of CREs, established by the pioneer factor FOXA2. This parallels the role of FOXA2 in endoderm, where FOXA2 binds some of the same sites. Together, the data identify distinct *cis*-regulatory strategies for the interpretation of morphogen signaling and raise the possibility of an evolutionarily conserved role for FOXA2 across tissues.

## Introduction

During development signaling cues direct cell fate decisions. Precise spatiotemporal gene expression is essential for this process. *Cis*-regulatory elements (CREs) integrate inputs from tissue and cell-type-specific transcription factors (TFs), as well as signaling effectors, to direct gene expression.^1^ This suggests a straightforward mechanism in which distinct signals produce different cell types by activating different transcriptional effectors that bind to different CREs. However, in many tissues, a single signal directs multiple, alternative cell fates.^2^ Two strategies can be envisioned for how CREs interpret a single signal to define multiple cell fates. Different CREs could function in different cell types. In this strategy—differential accessibility—the availability of an element is the principal determinant of cell identity. In an alternative strategy—differential binding—the same CREs could be used in all cell types in the tissue and the configuration of proteins bound to the elements determines cell fate. An implication of these two strategies is that choosing between two fates will require chromatin remodeling in the case of the differential availability of CREs but can happen without remodeling in the case of different protein configurations at the CREs.

A well-characterized example of a signal controlling multiple cell types is the morphogen sonic hedgehog (Shh). Shh controls the pattern of neuronal subtype generation in ventral regions of the developing neural tube.^3^ Shh, initially secreted from the notochord and later from the floor plate (FP),^4,5^ forms a ventral to dorsal gradient in the neural tube and establishes a set of molecularly distinct domains that occupy characteristic positions along the dorsal-ventral axis. Progenitors in each domain differentiate into distinct classes of post-mitotic neurons. This organization is necessary for the subsequent assembly of the locomotor and sensory circuits.^6,7^ The progenitor domains are identifiable by characteristic gene expression programs (Figure 1A). NKX2.2 is expressed in p3 progenitors, the most ventral domain;^8^ OLIG2 is expressed in adjacent motor neuron progenitors (pMNs);^9^ PAX6 is expressed in more dorsal progenitor domains, including p0, p1, and p2 domains, whereas lower expression is detected in pMN;^10^ NKX6.1 is expressed in, p3, pM, and p2 domains.^11^

The pattern of progenitor gene expression is determined by a gene regulatory network (GRN). Broadly expressed tissue-wide activators, such as SOX2, promote the transcriptional programs of multiple progenitor domains.^12–14^ Concurrently, a set of TFs encoding Groucho/TLE-dependent transcriptional repressors are differentially expressed in distinct progenitor domains.^15^ Pairs of these TFs, expressed in adjacent domains, cross-repress each other and form a network of transcriptional repression that selects a single progenitor identity by repressing all other cell fates.^16–18^ The transcriptional effectors of Shh signaling, the GLI (Gli1, Gli2, and Gli3) proteins provide the spatially polarized input that initiates the patterning process.^19–21^ The combination of the positive and negative inputs generated by this network establish and position the discrete boundaries of gene expression domains in response to graded Shh signaling.^11,22,23^

Although the genetic architecture of the GRN is well established, how cell fate choice is implemented through CREs is less clear. Enhancer elements that drive expression of domain-specific TFs have been identified.^13,14^ The presence of these cell-type-specific enhancer elements could support the differential accessibility strategy in which different CREs are available in different cell types. However, many of these CREs are bound by SOX2, the Shh effector GLI1 and the repressive TFs expressed in alternative cell types, including NKX2.2, OLIG2, and NKX6.1.^13,16,17^ This suggests that the same CREs are employed in different cell types and the composition of TFs at these CREs determines activity: the differential binding strategy.

To distinguish between these two regulatory control strategies, we made use of neural progenitors (NPs) differentiated from embryonic stem (ES) cells.^24,25^ We reasoned chromatin accessibility was the best approach to capture the global landscape of functional regulatory regions. We therefore needed a cell-type-specific accessibility assay, in a system without cell surface markers. Here, we developed an ATAC-seq work-flow—crosslinked and TF-sorted ATAC-seq (CaTS-ATAC) — based on intracellular flow sorting that allowed the assay of chromatin accessibility of NP cell types. We found that most NPs shared a common set of CREs. These elements are bound by the known repressive TFs, indicating that these cell fate decisions are made by changing the composition of proteins bound to the elements. By contrast, the most ventral NP cell type, p3, has a distinct regulatory program. We identify the role of FOXA2 in driving this chromatin remodeling and show that it is required for p3 specification. This is reminiscent of the pioneering role of FOXA2 in endoderm lineages, raising the intriguing possibility that it represents a remnant of a GRN co-opted from this germlayer or a shared evolutionary origin for these cell types.

## Results

### A stem cell model of ventral neural tube progenitors

To generate NPs of different dorsoventral identities, we made use of an established protocol for the directed differentiation of mouse ES cells.^24,25^ To mimic graded Shh signaling, we used different concentrations, ranging from 0 to 500 nM of the Shh agonist SAG (smoothened agonist) (Figures 1A and 1B). We observed a dose response as measured by Shh target genes *Gli1* and *Ptch1* (Figure S1A). Using markers for specific progenitor domains,^26^ we assayed cell identity with single-cell resolution (Figures 1C and 1D). Each SAG condition generated a mixture of two or three NP types. Using the combinatorial expression of TFs, we quantified the proportions of different cell types for each concentration by intracellular staining followed by flow cytometry (Figure 1C). This showed enrichment of the expected cell types. The highest concentration (500 nM SAG) produced the highest percentage of the most ventral domain, p3, characterized by the expression of NKX2.2; pMN, which express the TF OLIG2, were produced at 500 and 100 nM SAG; p2 progenitors, which express NKX6.1 and PAX6, were produced at 100 and 10 nM. PAX6 expression in the absence of NKX6.1 identifies p0 and p1 progenitors, and these were produced at 0 and 10 nM SAG. The expected combinatorial expression of TFs was also observed: All p3 and pMN cells also expressed NKX6.1 (Figure 1E). Moreover, we observed a lower level of PAX6 in pMN cells compared with p3 cells, consistent with *in vivo* data (Figure S1B).

The different SAG conditions also generated the expected neuronal subtypes after the addition of Notch inhibitor dibenzazepine (DBZ), which induces neuronal differentiation (Figure S1C). Overall, the data indicate that the ES-derived model of neural tube patterning ventral of progenitors faithfully mimics the *in vivo* response of NPs to Shh.

### CaTS-ATAC identifies cell-type-specific regulatory program

To distinguish whether the gradient of Shh signaling is interpreted via differential accessibility or differential binding, we reasoned we needed global chromatin accessibility information with cell-type specificity. ATAC-seq is conventionally performed in live, permeabilized cells. However, the cell-type-specific markers that distinguish NPs are intracellular and therefore cannot be used on live cells. Based on previous work,^27^ we devised a strategy—CaTS-ATAC—to perform ATAC-seq on formaldehyde fixed cells. This involved intracellularly staining and flow cytometry sorting of cells followed by bulk ATAC library preparation (Figure 2A; STAR Methods).

We assessed the overall quality of the method by comparing it to ATAC-seq from live cells using the Omni-ATAC protocol.^28^ To this end, we sorted Olig2-expressing cells using a previously developed reporter cell line^25^ and compared it with CaTS-ATAC pMN samples, both from 100nM SAG at day 5 of differentiation. CaTS-ATAC data were of high quality as assessed by the insert size distribution, proportion of mitochondria DNA, and FRiP (Fraction of Reads in Peaks) score (Figures S2A–S2C). There was some underrepresentation of the smallest size fragments, which we assume is due to the reverse crosslinking steps, as noted by others^29^ (Figure S2A). 

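Accessibility was compared between the 3 replicates of pMN sorted by CaTS-ATAC at day 5 of differentiation in 100 nM SAG, which had between 22103496 and 26704636 reads each in consensus elements. The values were those the authors deposited for 111638 elements, read counts normalized by size factors and put on a log2 scale by a variance-stabilizing transformation. The squared Pearson correlation across elements was 0.956 for the least similar pair of replicates, with an SD of 0.00581 over the 3 pairs. Elements are not independent replicates, and the coefficient changed with the scale. For the same pair, Spearman's rank correlation gave 0.928 when squared, the largest change among the alternatives, and the log2 of normalized counts with a pseudocount of 1 gave 0.937. Over all 25 conditions sorted by CaTS-ATAC, the squared correlation of the 59 pairs of replicates ranged from 0.875, in p2 at 100 nM SAG on day 6, to 0.976, with a median of 0.952. It was above 0.94 in 43 of these 59 pairs.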

The correlation between samples from the same method was high (R^2^ > 0.94) (Figures S2D and S2E) and a bit lower between methods (R^2^ > 0.72 for any pair wise comparison) (Figure S2F). We note that the samples will be slightly different as the reporter-sorted cells will include newly differentiated MNs and some OLIG2+ NKX2.2+ double positive cells, which are excluded from out CaTS-ATAC pMN. Overall, we were satisfied with the quality assessments and used standard ATAC QC metrics for all further samples.

We performed CaTS-ATAC-seq over a 4-day time course following the addition of different concentrations of SAG. 

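In CaTS-ATAC, cells are fixed, stained for intracellular markers and sorted by flow cytometry before a transposase inserts sequencing adapters into their open chromatin. The deposited data hold 67 samples from 25 conditions, each a combination of day, SAG concentration and sorted cell type, with NMPs at day 3 and p0-1, p2, pMN and p3 NPs at days 4, 5 and 6. For 17 conditions there were 3 replicates. The other 8 had 2 replicates, namely p3 at 500 nM on day 4, pMN and p3 at 500 nM on day 5, and p0-1 at 0 nM, pMN at 100 and 500 nM and p3 at 100 and 500 nM on day 6, where the paper's legends give n = 3. The authors aligned the reads to mm10, called peaks, kept as consensus elements those found in at least 2 replicates, counted the reads in each, and deposited the counts after DESeq2's size-factor normalization and variance-stabilizing transformation (VST). The transformation is a fixed function of the normalized count, so it was inverted to recover the reads behind each value. Every recovered value below 1000 reads was a whole number to within 3.47e-10, and the transform of the recovered counts differed from the deposited values by at most 5.33e-14. Between 9298160 and 29985325 reads per sample fell in elements, with a median of 20254011. Depth was lowest in p3 at 100 nM on day 4, with 9298160 to 13974633 reads, and the size factors ranged from 0.495 to 1.50. The median element was 883 bp wide and had a mean of 41.4 normalized counts. The titles of the samples number the replicates 1 to 3. To see whether these numbers pair the samples, the mean of its condition was subtracted from each sample, and the remaining deviations were correlated across elements between samples of different conditions of the same day. Samples with the same number had a median r of 0.618 on day 4 (77 pairs), 0.569 on day 5 (71 pairs) and 0.565 on day 6 (59 pairs). Samples with different numbers had a median r of -0.286 (154 pairs), -0.322 (140 pairs) and -0.487 (98 pairs). Since deviations sum to 0 within a condition, a positive r between same-numbered samples tends to make that between the others negative. Most tests of differential accessibility are therefore given both without and with the replicate number as a block.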

For each condition, we sorted the two or three predominant cell types. This allows us to compare the regulatory landscape of the same cell type originating at different SAG concentrations as well as different cell types within the same dish (Figure 2B).

To explore this dataset, we first examined the correlation between samples based on accessibility at transcriptional start sites (TSSs) or distal elements (not overlapping with TSS). As previously reported in other systems,^30^ accessibility of distal elements exhibited greater cell-type specificity and higher dynamic range than promoter elements (Figures S2G and S2H). This confirms our previous observation that ATAC-seq can capture the regulatory landscape of NPs,^31^ and it can do so with cell type specificity.

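The spread of each element was measured as the SD of its 25 condition means on the VST scale. The median SD was 0.20 over the 8271 elements annotated as promoter-TSS and 0.58 over the 103367 distal elements, a ratio of 2.94, against an SD of 0.542 between the ratios computed from single replicates. Leaving out replicate 3 moved the ratio most, to 2.44. Within conditions, the median SD between replicates was 0.18 for TSS elements and 0.31 for distal elements, and the median over elements of the ratio of the spread between conditions to that within them was 1.19 for TSS elements and 1.83 for distal elements. The condition means spanned more than 2 log2 units in 16.7% of TSS elements and in 65.3% of distal elements. TSS elements also had more reads, with a median of 639 normalized counts against 37.5 for distal elements. Among elements with a mean above 100 normalized counts, of which 6977 were at a TSS and 24767 were distal, the ratio was 3.07. The median correlation between replicates, taken across elements, was 0.991 at TSS elements and 0.968 at distal elements. Between different cell types of the same day it was 0.984 and 0.910, and between p3 and the other NPs on day 6 it was 0.974 and 0.781.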

### Cell-type-specific accessibility configuration is independent of Shh agonist concentration

We first investigated the effect of SAG concentration on cell type-specific chromatin accessibility. To do this, we compared global accessibility changes between different NP types generated under the same SAG concentration and the same NP type generated under different SAG concentrations.

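At day 5, each NP type was sorted from a pair of SAG concentrations. The squared correlation across elements between samples of the same type from different concentrations had a median of 0.948 for p0-1 at 0 and 10 nM (9 pairs of samples, 0.930 to 0.964) and 0.941 for p2 at 10 and 100 nM (9 pairs, 0.889 to 0.960). It was 0.961 for pMN at 100 and 500 nM (6 pairs, 0.952 to 0.975) and 0.958 for p3 at 100 and 500 nM (6 pairs, 0.932 to 0.974). Between pMN and p3 from the same concentration the median was 0.772 at 100 nM (9 pairs, 0.765 to 0.809) and 0.793 at 500 nM (4 pairs, 0.767 to 0.838), below every pair of samples of the same type. For p0-1 and p2 at 10 nM it was 0.893 (9 pairs, 0.861 to 0.954) and for p2 and pMN at 100 nM 0.930 (9 pairs, 0.910 to 0.956), and both ranges overlapped those of the comparisons across concentrations. Pairs that shared a replicate number were more alike than pairs that did not, with medians of 0.962 and 0.944 for p0-1 at 0 and 10 nM, and 0.955 and 0.933 for p2 at 10 and 100 nM.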

We found that the accessibility profiles between the same NP type isolated from different SAG concentrations were indistinguishable (Figures 2C–2E). 

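Differential accessibility at day 5 was tested with limma on the VST values, two-sided and with Benjamini-Hochberg adjustment, over the elements with a mean above 100 normalized counts in the samples compared. An element was called at an adjusted p under 0.01 and a fold change above 2 in normalized counts. Between pMN at 100 nM (3 replicates) and 500 nM SAG (2 replicates), 0 of 32239 elements were called, and 855 had an unadjusted p under 0.05. With the replicate number as a block, the alternative that moved this count most, 20 elements were called, all of them lower at 500 nM, whereas with samples also centered on their medians, an alternative chosen after the values were seen, 3 were called, 1 of them higher and 2 lower. Deviations of same-numbered samples from their condition means correlated with a median r of 0.639, against -0.386 for samples with different numbers. Between p3 at 100 nM (3 replicates) and 500 nM (2 replicates), 0 of 31179 elements were called, and 153 had an unadjusted p under 0.05. In the fit with the block 5 elements were called, again all lower at 500 nM, and the median r was 0.571 for same-numbered samples and -0.350 for the others. In both comparisons replicate 1 at 100 nM has no partner at 500 nM. The fold changes and directions include it, while the p values with the block rest on replicates 2 and 3. The direction of these calls can therefore rest on a sample that the p value leaves out. With the replicate numbers of the sample descriptions as the block, 5 elements were called for pMN and 0 for p3. The p3 elements called with the title numbers are named here after their values were seen. Among them, one lies in an intron of Pisd-ps1 and the others are intergenic, nearest to Bcl11b, Plcxd2, Gm6578 and Ctsc. The element nearest Bcl11b, on chromosome 12 of mm10 from 108041608 to 108042335, had 150.3 ± 185 normalized counts (SD, n = 3) at 100 nM and 33.1 ± 1.37 (SD, n = 2) at 500 nM, a spread between replicates at 100 nM larger than the mean.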

Differential accessibility analysis using DESeq2 revealed no significant differentially accessible peaks between pMN derived from different SAG concentrations (Figures 2D and 2E) nor between p3 derived from different SAG concentrations (Figures 2D and 2E). By contrast, over 2,000 differentially accessible peaks were identified between pMN and p3 generated under the same SAG concentration (thresholds: fold change over 2, FDR < 0.01 and base mean > 100 normalized counts) (Figure 2D). Similarly, p0-1 or p2 arising from different concentrations had few if any differentially accessible elements (Figure S2I, arrowhead), whereas almost 500 elements were highly differentially accessible between these two NP types generated from the same SAG concentration (Figure S2I).

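Between pMN and p3 at 100 nM SAG, with 3 replicates of each and 15464288 to 22274597 reads per p3 sample, 6335 of 31950 elements passed these thresholds. The test was limma, where the paper used DESeq2. Of the 6335 elements, 2179 were more accessible in p3 and 4156 less. The fit with the replicate block called 6474, and the deviations of same-numbered samples had a median r of 0.603, against -0.189 for samples with different numbers. Without the filter on the mean, the alternative that moved the count most, 29910 of 111638 elements were called. In all 6335 elements the samples of the 2 cell types did not overlap, as was the case for 16377 of the 31950 elements tested (51.3%), where chance gives 10%. At 500 nM, with 2 replicates of each cell type, 2709 of 31864 elements were called, 772 of them higher in p3 and 1937 lower. Here the replicate block raised the count to 5645, with a median r of 0.731 for same-numbered samples, and with 2 replicates per group the r of the others, -0.731, is its mirror image by construction. Both concentrations shared 2638 called elements. All 5860 elements called at 100 nM and tested at 500 nM changed in the same direction, and their log2 fold changes at the 2 concentrations had an r of 0.991 across elements. The largest increase in p3 at 100 nM was at an intergenic element on chromosome 13 of mm10, from 71003402 to 71004656, with 466.2 ± 140.3 normalized counts (SD, n = 3) in p3 and 5.43 ± 0.960 (SD, n = 3) in pMN, a log2 fold change of 6.18 (adjusted p = 4.89e-06 from limma). Next came an element nearest Gm4668, with a log2 fold change of 6.09, and an intergenic one at -44981 bp from the TSS of Foxa2, on chromosome 2 from 148091524 to 148092376, with 246 ± 95.2 normalized counts in p3 and 5.80 ± 2.96 in pMN (SD, n = 3 each), a log2 fold change of 5.18 (adjusted p = 2.07e-05 from limma). The largest decrease was at an intergenic element on chromosome 7, from 68945666 to 68946698 and nearest Arrdc4, where counts went from 245 ± 18.9 in pMN to 8.89 ± 0.800 in p3 (SD, n = 3 each), a log2 fold change of -4.64 (adjusted p = 3.79e-06 from limma). Elements in introns of Gm12718 and Nrxn3 followed, with log2 fold changes of -4.58 and -4.51.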

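For p0-1 at 0 and 10 nM SAG, with 3 replicates each, 1 of 31401 elements was called, and 4741 had an unadjusted p under 0.05. This element, named here after its values were seen, lies in an intron of Gli1 on chromosome 10 of mm10, from 127338779 to 127342705. It had 973 ± 37.1 normalized counts (SD, n = 3) at 0 nM and 2240 ± 165 (SD, n = 3) at 10 nM, a log2 fold change of 1.20 (adjusted p = 0.00751 from limma). The block raised the count to 310 elements, 189 of them higher at 10 nM and 121 lower, a balance that a correction of each sample for GC content and level turned to 127 higher and 160 lower. The median r of the deviations was 0.738 between same-numbered samples and -0.358 between the others. For p2 at 10 and 100 nM, with 3 replicates each, 0 of 32103 elements were called, and 3721 had an unadjusted p under 0.05. The replicate block raised this to 507, of which 19 were higher at 100 nM and 488 lower, with a median r of 0.611 for same-numbered samples and -0.511 for the others. Between p0-1 and p2 at 10 nM, with 3 replicates of each, 4 of 32213 elements were called, and 7713 had an unadjusted p under 0.05. Fitted with the block, the count was 1492, of which 1416 were higher in p2 and 76 lower, and the median r was 0.589 for same-numbered samples and -0.333 for the others. Without replicate 3 of p2 at 10 nM the fit without a block called 1797 elements, and leaving out any one of the other samples gave 0, with 4608 to 7804 elements at an unadjusted p under 0.05. Of the 4 elements, also named after their values were seen, those higher in p2 lie in intergenic sequence nearest Grik3, on chromosome 4 from 125450575 to 125451374, and nearest Nkx6-1, on chromosome 5 from 101655125 to 101656702. Their log2 fold changes were 2.85 (adjusted p = 0.00102 from limma) and 1.44 (adjusted p = 0.00244 from limma). The other two, in an intron of Prdm16 and in intergenic sequence nearest Htatip2, had log2 fold changes of -1.04 and -1.53. Depth at day 5 ranged from 19537238 to 28424039 reads in p0-1 and from 13485605 to 29985325 in p2. From the contrast between few differences across concentrations and more across cell types, the paper concludes that each cell type acquires its own chromatin landscape, whatever the concentration of agonist.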

Thus, each cell type, identified by marker gene expression, acquired a specific chromatin landscape, irrespective of the agonist concentration to which they were exposed. This indicates the GRN mechanism of morphogen interpretation, that converts graded Shh input into distinct cell identities, establishes not only the discrete transcriptional identities of NPs but also their chromatin landscapes. Thus the differential chromatin accessibility induced by different levels of Shh signaling reflect cell-type-specific identity and are a product of the GRN that patterns progenitors.

### A shared chromatin landscape for p0-1, p2, and pMN

To examine the global accessibility dynamics, we performed principal component analysis (top 30,000 elements, Figure 3A) and clustered differentially expressed elements across all conditions using k-means (Figure 3B; STAR Methods). The main change across all data is the global decommissioning of the neuromesodermal progenitor (NMP) program and establishment of the NP program, which occurs between day 3 and day 4 of differentiation (Figures 3A and 3B). This involves closing a large proportion of elements open in D3 NMPs (Figure 3B, cluster 1 “NMP”), as well as opening elements in NPs (Figure 3B, cluster 3 “day 4,” cluster 2 “days 4 and 5,” cluster 9 “pan-neural”). This is expected as cells adopt neural identity. 

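Principal component analysis was run on the VST values of the 30000 most variable elements in all 67 samples. PC1 held 45.8% of the variance. With the 5000 most variable elements, the alternative that moved this share most, it held 59.2%. The mean PC1 score was -295 ± 5.59 (SD, n = 3) for NMPs at day 3. At day 4 it was -118 ± 43.8 (SD, n = 6) for p0-1, -90.8 ± 32.6 (SD, n = 6) for p2, -87.0 ± 20.7 (SD, n = 6) for pMN and -149 ± 16.7 (SD, n = 5) for p3. It went on rising, to 61.9 ± 19.0 (SD, n = 6) for p0-1 and 92.1 ± 19.2 (SD, n = 5) for pMN at day 5, and to 112 ± 28.5 (SD, n = 5) and 142 ± 8.05 (SD, n = 4) at day 6. For p3 the mean was -24.0 ± 10.2 (SD, n = 5) at day 5 and 18.4 ± 22.7 (SD, n = 4) at day 6. No NMP sample overlapped any NP sample on PC1.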

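Elements were selected, with samples of a cell type pooled over SAG concentrations, at an adjusted p under 0.01, an absolute log2 fold change above 2 and a mean above 100 normalized counts. Between NMPs at day 3 and the NPs of day 4, 9902 elements were called in at least 1 of the 4 comparisons, 6908 of them higher at day 4 and 2994 lower. Single comparisons called 6388 elements for p0-1, 7422 for p2, 7667 for pMN and 6718 for p3. Between days 4 and 5 of the same cell type 2629 elements were called, and between days 5 and 6 the count was 259. Without the filter on the mean, the alternative that moved the first 2 of these counts most, they were 44779 and 12999, while the last rose most, to 3467, with a fold change above 2 as the threshold. That threshold also turned the balance between days 3 and 4, with 8622 elements higher at day 4 and 10229 lower. The replicate block gave 9902, 2630 and 269. Deviations of same-numbered samples had a median r of 0.149 between days 3 and 4, 0.315 between days 4 and 5 and 0.543 between days 5 and 6, against -0.0758, -0.167 and -0.362 for samples with different numbers. All 16186 elements selected between cell types or days were clustered by k-means with 30 centers, which were merged into 9 clusters. One cluster of 2956 elements had a mean VST value of 8.69 in NMPs and between 6.21 and 6.36 in the 4 NP types of day 4. Another, of 1678 elements, rose from 5.20 in NMPs to between 7.53 and 8.00 at day 4 and fell to between 6.00 and 6.52 at day 6. In a cluster of 2338 elements the mean went from 5.01 in NMPs to between 8.19 and 8.48 at day 4 and stayed between 8.18 and 8.63 at day 6.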

Consistent with this, SOX2 ChIP-seq from NMPs^32^ is enriched in cluster 1 NMP elements, and SOX2 ChIP-seq from neural cells^13^ is enriched in neural clusters (9, 6, 7, 8, 4, and 5) (Figure 3C).

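Under the same thresholds, with samples pooled over SAG concentrations, the number of elements called in at least 1 comparison among p0-1, p2 and pMN was 153 of 31107 tested at day 4, 656 of 34042 at day 5 and 1148 of 34722 at day 6. Counts with the replicate block were 154, 656 and 1163. The deviations of same-numbered samples correlated with a median r of 0.697, 0.573 and 0.698 on the 3 days, against -0.345, -0.330 and -0.581 for samples with different numbers. Between p0-1 and p2, 6 elements were called at day 4, 137 at day 5 and 263 at day 6. Counts were lower between p2 and pMN, with 3, 37 and 137 elements, and higher between p0-1 and pMN, with 152, 613 and 939. Groups held 4 to 6 samples, with 5 of p0-1 and 4 of pMN at day 6. At day 4, only 4 of the 153 elements were lower in the more ventral type of a pair. A fold change above 2 in place of a log2 fold change above 2 was among the alternatives with the largest effect and gave 1161, 3933 and 4852 elements.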

From day 4 onward, as cells adopt one of the ventral NP fates, the analysis revealed that pMN, p2 and p0-1 were remarkably similar (Figures 3A and 3B). This is surprising as these progenitors are molecularly distinct and give rise to functional different neurons: pMNs, characterized by the expression of OLIG2 generate motor neurons, whereas the p2 domain expresses IRX3 and generates V2 interneurons. RNA expression of marker genes from paired RNA-seq samples confirmed the expected identity of these cell types (Figure S3A). NP p3 were, however, distinct in their chromatin accessibility profile (Figures 3A and 3B).

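Elements called between p3 and at least 1 of p0-1, p2 and pMN numbered 730 at day 4, 3467 at day 5 and 6163 at day 6, out of 31090, 34326 and 36431 tested. The replicate block gave 729, 3467 and 6186, and same-numbered samples had a median r of 0.416, 0.494 and 0.433 on these days, against -0.158, -0.315 and -0.386 for samples with different numbers. At day 6, 2546 elements were higher in p3 and 3617 lower. Its single comparisons called 4104 elements against p0-1, 3923 against p2 and 3704 against pMN, with 4 samples of p3. For the elements nearest the TSS of marker genes, p3 was set against p0-1, p2 and pMN together at day 6, with 4 samples against 15. The 4 p3 samples are replicates 2 and 3, each sorted at 100 and at 500 nM. Samples that share a replicate number were fitted as independent, so that the p values can be too small. The element at the Foxa2 promoter, on chromosome 2 of mm10 from 148044037 to 148046986, was higher in p3 by a log2 fold change of 2.55 (adjusted p = 1.67e-09 from limma), and the one nearest the TSS of Shh by 1.98 (adjusted p = 3.70e-06 from limma). At the Pax6 promoter the log2 fold change was -1.05 (adjusted p = 2.22e-09 from limma). Elements at the TSS of Sox2, Irx3, Nkx6-1 and Olig2 had log2 fold changes of 0.04, -0.35, 0.24 and -0.16, with adjusted p values from limma between 0.0833 and 0.849. The marker elements are given without the replicate block only, so a difference at Sox2, Irx3, Nkx6-1 or Olig2 is not excluded. Pooling the other NPs hides opposite differences at some of these, since Olig2 had 1005 ± 109 normalized counts (SD, n = 4) in p3, 2325 ± 30.3 (SD, n = 4) in pMN and 408 ± 65.6 (SD, n = 5) in p0-1, and Nkx6-1 had 2521 ± 39.5 (SD, n = 4) in p3 and 1431 ± 243 (SD, n = 5) in p0-1.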

The markers that define NP domains are repressive TFs and are directly involved in cell-type specification. OLIG2 is expressed in the pMN and represses p3 and p2 fate. NKX6.1 is expressed in p2, pMN and p3 and represses p0-p1. Binding data (ChIP-seq) from these TFs^16^ showed both NKX6.1 and OLIG2 bind regions of open chromatin accessible across all the panneural (cluster 9) and regions shared by pMN, p2, and p0-1 (p0-M enriched/specific clusters 6, 7, 8) (Figures 3C, S3B, and S3C). Since these TFs are only expressed in a subset of the cell types, this suggests that the same elements are open across multiple cell types and occupied by different TFs in different NP subtypes.

To explore gene regulation differences between p0-p1, p2, and pMN NPs, we turned to footprinting. This computational approach uses transposase insertion sites to identify motifs that are under-transposed within open chromatin and are thus likely to be protected by a bound protein. We used TOBIAS^33^ with motifs from three databases,^34–36^ grouping motifs into published archetypes based on position weight matrix clustering of motifs.^37^ The analysis revealed homeodomain (HD) and PAX motifs among those most differentially scoring between pMN, p2, and p0-1 at day 5 and day 6 (Figure 3D). From all the TFs associated with these motifs, the genes *Nkx6-1* and *Pax6* had RNA expression levels most consistent with the footprint score for HD and PAX, respectively (Figure 3D). In addition, we found the Ebox motif to be among the most variable footprints between these NPs (Figure S3D). The high footprint score in pMN is expected as these NP express *Olig2*. However, this is not the only Ebox binding TF expressed in these cell types that could explain this footprint. *Neurog2* and *Neurod1* both bind the same motif and are expressed in p2 and pMN, potentially explaining the Ebox footprint score in p2 NPs. This highlights the challenges in assigning footprints to specific TFs. Overall, the differential footprints found between p0-1, p2, and pMN supports the differential binding strategy, in which a common set of open chromatin regions is shared across cell types and different protein composition of the CREs determine gene activity (Figure 3E).

### FOXA2 establishes the p3 regulatory landscape

By contrast to the other NPs, p3 cells had a distinct global accessibility profile, consistent with the differential accessibility strategy (Figures 3A and 3B). 

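Among the 9 clusters, the one with the largest excess in p3 over the other NPs at day 6 held 2739 elements, 16.9% of those selected. Its mean VST value at day 6 was 8.29 in p3, 5.91 in p0-1, 6.29 in p2 and 6.37 in pMN. At a TSS were 1.35% of its elements, against 7.41% of all elements, and 7 of the other 8 clusters had similar shares of 0.394% to 1.43%, the exception being the NMP cluster with 8.56%. A second cluster, of 965 elements, had a mean of 8.65 in p3 at day 6 and between 7.18 and 7.42 in the other NPs. The size of the first depended on the clustering, and 10 clusters in place of 9, which moved it most, left 804 elements. A direct rule, with p3 above each of p0-1, p2 and pMN at day 6 at an adjusted p under 0.01 and a log2 fold change above 2, gave 1145 elements, of which 997 lay in the cluster. The same rule in the other direction gave 908 elements lower in p3. In a test of p3 (4 samples) against p0-1, p2 and pMN together (15 samples) at day 6, 7005 of 32792 elements were called at a fold change above 2, 2284 of them higher in p3 and 4721 lower, and 7031 were called with the replicate block, whose check gave a median r of 0.433 for same-numbered samples of p3 and the other NPs. The median VST value of the 2739 elements was then taken for each sample. For p3 it was 7.30 ± 0.38 (SD, n = 5) at day 4, 7.85 ± 0.28 (SD, n = 5) at day 5 and 8.21 ± 0.37 (SD, n = 4) at day 6. In p2 it was 6.42 ± 0.14 (SD, n = 6), 6.24 ± 0.24 (SD, n = 6) and 6.10 ± 0.50 (SD, n = 6) on the same days, and in NMPs it was 4.71 ± 0.08 (SD, n = 3). The elements were chosen for a difference between cell types, so that these values describe the set and are not a test of it.

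**Figure D1:**
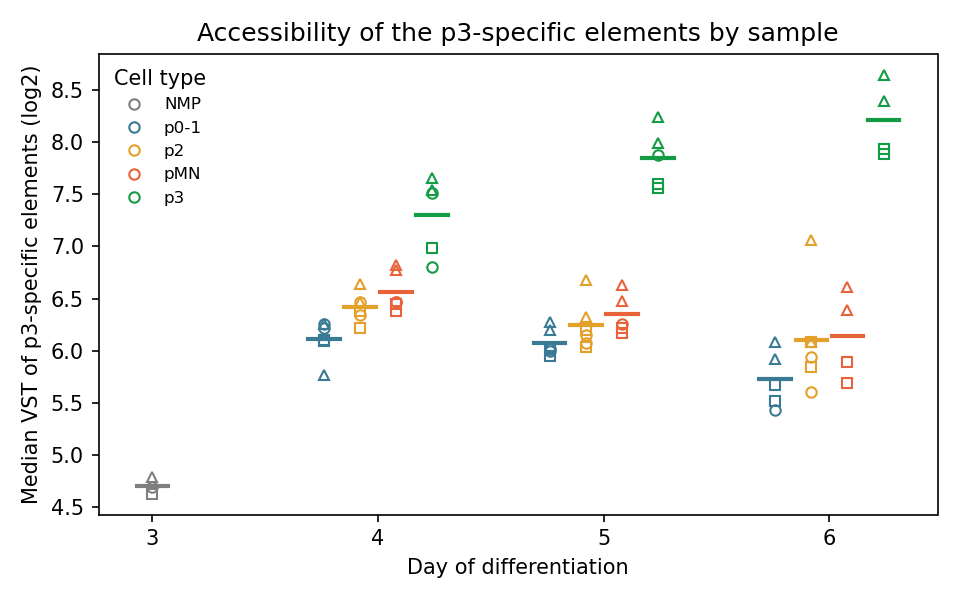
Median accessibility of the 2739 elements of the cluster highest in p3, on the variance-stabilized log2 scale, for each sample by day of differentiation and cell type. Circles, squares and triangles are replicates 1, 2 and 3, and bars are the means of the samples, which for p3 rise from 7.30 at day 4 to 8.21 at day 6.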

Accessibility was apparent at a unique set of open chromatin regions not shared with any other NP (“p3-specific” cluster 5), and at a set of elements highly enriched in this cell type (“p3-enriched” cluster 4). These differences are evident in the second principal component of the PCA where p3 cells are clearly distinct from all other ventral progenitors (Figure 3A).

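PC2 held 19.7% of the variance. Over days 4 to 6, the mean score of the p3 samples was 171 above that of the other NPs (two-sided permutation test with labels exchanged within days, p = 1e-05, the smallest that 100000 permutations can give). With labels exchanged only between samples of the same day and replicate number, a replicate block added after the values were seen, p was again 1e-05. At day 4 the p3 samples scored between 30.5 and 77.8, while those of pMN, the highest of the other types, scored between -42.3 and -18.5. The mean of p3 was 58.2 ± 23.7 (SD, n = 5) at day 4, 155 ± 20.3 (SD, n = 5) at day 5 and 212 ± 23.7 (SD, n = 4) at day 6. For pMN it was -31.0 ± 8.62 (SD, n = 6), -8.26 ± 11.3 (SD, n = 5) and 7.83 ± 30.7 (SD, n = 4). Within each day no other NP sample reached the range of p3. Without the NMP samples, the component that separated p3 was the first, with 46.5% of the variance. From the distinct profile of p3, the paper proposes that these cells follow a differential accessibility strategy.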

Analysis of ChIP-seq for the p3-specific TF NKX2.2 revealed NKX2.2 was enriched in the p3-enriched (cluster 4) and p3-specific clusters (cluster 5) (Figures 3C and S3B). However, NKX2.2 was not specific, and it also bound the elements shared across all cell types (pan-neural cluster 9) and, to a lesser extent, the p0-pMN-enriched clusters (clusters 6 and 7) (Figures 3C, S3B, and S3C). Thus, the expression of NKX2.2 did not appear to explain the distinct chromatin landscape of p3. What then drives this distinct chromatin remodeling?

To explore which TFs made p3 NP different from other NPs, we compared footprinting scores across all conditions. The strongest footprint distinguishing p3 from other NPs was predicted to correspond to FOXA2 (Figures 4A, 4B, and S4C). This was intriguing as FOXA2 is known to be expressed during FP development.^38–40^ FOXA2 responds to Shh,^41^ and it induces Shh expression,^42^ thus generating a new signaling center in the ventral neural tube.

To exclude the possibility that the cells isolated as p3 NPs (SOX2+ NKX2.2+ OLIG2–) contained FP cells, we devised culture conditions that promoted expression of mature FP markers (*Arx*, *Shh*) in which *Foxa2* is expressed at high levels. We compared our spinal cord (SC) differentiation with FP differentiation and observed little expression of FP markers in SC conditions even at the last time point sorted, D6 (Figure S4A). Moreover, the expression of FP markers even at later time points was very inefficient in SC conditions, suggesting that the FOXA2 footprint is not the result of FP induction (Figures S4A and S4B).

We next analyzed published FOXA2 ChIP-seq generated from neuralized embryoid bodies treated with SAG.^13^ This revealed FOXA2 binding only to p3-specific peaks (Figure 4D). Consequently, we observed open chromatin in p3 NP samples in the regions bound by FOXA2 (Figure 4C). This contrasts with ChIP-seq of other NP TFs, which showed accessibility across all NP cell types (Figure S3C). Together, the data prompt the hypothesis that FOXA2 is driving the unique chromatin accessibility profile we observe in p3 cells.

### *In vivo* p3 cells have a history of FOXA2 expression

If FOXA2 plays a role in generating the p3 chromatin accessibility profile, it should be expressed in p3 cells. *In vivo* NKX2.2 and FOXA2 are co-expressed at early stages of neural tube development,^43,44^ but these FOXA2 expressing cells have been thought to mark the future FP.^45^ To determine whether cells that express FOXA2 also contribute to the p3 domain, we took advantage of genetic lineage tracing in mouse embryos. Foxa2-driven CreERT2 expression^46^ induced recombination of a fluorescent reporter when tamoxifen was administered to pregnant mice at E8.5 or E9.5. Embryos analyzed at E11.5 showed expression of the reporter in both p3 (as identified by SOX2 and NKX2.2 expression) and V3 neurons (identified as laterally located cells expressing NKX2.2 alone) (Figures 4E and 4F). When tamoxifen was administered at E7.5, zero and one p3 cells were detected in two embryos, consistent with *de novo Foxa2* expression induced by ventral Shh signaling (Figure 4F). This demonstrates that p3 cells and their neuronal progeny express *Foxa2* during their history and supports the hypothesis that FOXA2 expression establishes a unique chromatin landscape in p3.

### FOXA2 is required for p3 cell fate specification

Our results are consistent with the hypothesis that FOXA2 drives extensive remodeling of the chromatin landscape in p3 cells, which in turn is essential for p3 identity. To test this hypothesis, we used genome engineering to create a FOXA2 knockout mouse ES cell line. *Foxa2*−/− cells showed a marked reduction in the proportion of p3 cells (25% in wild type to 2% in the mutants) under 500 nM SAG (Figures 4G–4I).

Cells co-expressing NKX2.2 and OLIG2 were still present in *Foxa2*−/− (Figure 4H). This indicates FOXA2 is not directly required for the expression of NKX2.2. Instead, we hypothesize that FOXA2-driven remodeling is required in order for NKX2.2 to exert its repressive activity on OLIG2 and establish the p3 domain. Consistent with this, we observed binding of FOXA2 at the same locations as NKX2.2 (Figure S4D).

### FOXA2 expression substitutes for Shh signaling early in p3 specification

FOXA2 is expressed in NPs closest to the source of Shh, and it is only co-expressed with NKX2.2 at early stages of neural tube development. To ask whether early exposure to Shh signaling is necessary to establish a p3 identity, we took advantage of our *in vitro* NP differentiation protocol to investigate the timing requirements for FOXA2 expression and Shh signaling in p3 specification. To this end, we exposed cells to 0 nM SAG for 24 h before changing regime to 500 nM SAG. Compared with a constant exposure to 500 nM SAG, cells exposed to delayed SAG are greatly impaired in their generation of p3 NPs (Figures S5A and S5B). This was not due to reduced Shh transduction (Figure S5B). The reduction in p3 specification was reminiscent of the outcome of exposing *Foxa2*−/− NPs to 500 nM SAG (Figures 4G and 4H) as we also saw NPs co-expressing NKX2.2 and OLIG2 (Figure S5B). When cells were exposed to SAG from day 3, a proportion of them show low but detectable levels of FOXA2 after 24 h. In the delayed SAG addition conditions, however, cells did not upregulate FOXA2 in the equivalent time frame (Figure S5D).

This regime provided the opportunity to test whether FOXA2 expression within the initial 24 h of NP differentiation was sufficient to rescue p3 generation. We used doxycycline inducible lines that expressed either mCherry or a Foxa2-mCherry fusion under the control of the doxycycline-responsive promoter tetON. Consistent with prior experiments, overexpression of mCherry alone in this “delayed SAG” regime showed a reduction in p3 generation at D6 (Figure 5A). By contrast, enforced expression of *Foxa2* for 12 h during the initial 24 h of neural differentiation rescued p3 generation to levels comparable with those observed with constant 500 nM SAG (Figure 5A).

These data indicate that high Shh at the onset of SC progenitor specification is required to induce *Foxa2.* This expression of FOXA2 is sufficient to confer competence for Shh signaling to specify p3 identity.

### FOXA2 is sufficient to remodel the chromatin landscape

To test whether FOXA2 is responsible for the early p3-specific chromatin remodeling, we took advantage of the tetON cell lines. We performed bulk ATAC-seq at D4, which is 24 h after the induction of neural identity and 12 h after doxycycline exposure (Figure 5B). Both control and FOXA2-overexpressing conditions showed accessibility across the previously defined NMP and pan-neuronal clusters (Figure S5F). Although neither cell line had been exposed to SAG, FOXA2-expressing cells displayed opened chromatin across the p3-specific cluster (Figure S5F).

Consistent with its known role as a pioneer factor,^47^ FOXA2 overexpression resulted in chromatin opening (Figure 5B). Over 30% of the regions in the p3-specific cluster overlapped with regions more accessible in FOXA2-overexpressing cells (Figure 5C). Increased accessibility in cluster 5 (p3-specific) regions in response to induced FOXA2 is observed together with binding of p3-specific TF NKX2-2, with areas of highest binding also sharing FOXA2 binding (Figure 5D). An example of this behavior is shown for a *Gli2* intron (Figure 5E), as well as three additional loci (Figure S5G). These results support a model in which FOXA2 opens chromatin regions required for the p3 fate. Thus, Shh induction of *Foxa2* at early neural developmental stages is required to configure the p3-specific response of the cells to Shh. Cell fate choice between p0-1, p2, and pMN employ a differential binding strategy, whereas p3 rely on differential accessibility mediated by pioneer factor FOXA2 (Figure 5F).

### A common lineage-pioneering role for FOXA2 across germ layers

FOXA TFs are required for the development of endoderm-derived lineages, pancreas, liver, and lung, where they play partially redundant roles.^48–53^ Although many TFs play roles in multiple tissues, they are generally thought to act via different enhancers in a combinatorial fashion with other tissue-specific TFs.^54,55^ Pioneer TFs are proposed to act by opening up compacted chromatin, thus allowing other TFs to bind.^56^ Hence, a given pioneer TF could have access to the same binding sites independent of the cellular context. However, the binding of pioneer TFs has been shown to depend on epigenetic features.^57^ Indeed, cell-type-specific co-factors direct cell-type-specific binding of FOXA2 in endogenously expressing cell lines and in FOXA2 overexpressing cell lines.^58^

We therefore asked how much of FOXA2’s pioneering activity is tissue specific between endoderm and neural p3 progenitors. We examined the binding of FOXA2 in cellular differentiation models of endoderm at day 3 and day 5^50^ and asked whether endoderm FOXA2 was bound to any of the SC differentiation clusters. To our surprise, we found FOXA2 also bound to the p3-specific cluster of elements in endoderm (cluster 5) (Figure 6A). This included genes such as *Prox1*, expressed in both lineages;^59,60^ *Lmx1b*, required for specification of hindbrain p3-derived serotonergic neurons^61,62^ and for *in vitro* pancreatic islet generation;^63^ and *Rfx3*, also required for pancreatic endocrine differentiation^64^ and expressed in the ventral neural tube^65^ (Figure 6B). This argues for a functional role in both tissues for at least some of these targets. Moreover, many of these sites were either opened in NPs upon brief overexpression of *Foxa2* (Figures 6B and S5F) or occupied by overexpressed FOXA2 in endoderm differentiation (Figure 6B).

Although endoderm and NPs also have tissue-specific FOXA2 binding, these data raise the possibility that the two tissues share a core set of targets. Mechanistically, this could be mediated by the classical pioneer role of FOXA2 in this subset of targets or by the presence of common co-factors in both tissues. Intriguingly, it could offer evidence of an evolutionarily conserved GRN.

## Discussion

Here, we identify two *cis*-regulatory strategies that direct cell fate choice in developing NPs. One strategy—differential binding — relies on a common regulatory landscape. The different composition of TFs at these CREs dictates differential gene expression and cell fate decisions. The second strategy—differential accessibility—relies on cell-type-specific chromatin remodeling (Figure 5F). This is the case for p3 NPs, which have a unique set of accessible elements that distinguish them from all other NPs. We show that FOXA2, expressed early in response to Shh, is responsible for the remodeling that opens p3-specific elements. Many of these elements then bind the p3-specific TF, NKX2.2. Intriguingly, a subset of the elements bound and opened by FOXA2 in NPs are also bound by FOXA2 during endoderm differentiation, where it plays a parallel role opening elements later required for specific endoderm lineages.^51^ The identification of these two regulatory strategies establishes a framework for classifying the genomic implementation of cell fate-decision mechanisms.

To assay cell-type-specific chromatin accessibility, we combined intracellular flow cytometry with methods developed to measure protein levels at single-cell resolution^27^ that produced high quality chromatin accessibility data for specific cell types.^29^

The method is applicable to other tissues, *in vitro* and *in vivo*, and will be of particular use in cases where fluorescent reporters are not readily available or when the identification of the desired cell types depends on the intersectional expression of multiple markers. Moreover, the approach could be extended to isolate cells based on other intracellular characteristics, such as post-translationally modified signaling effectors.

A common set of pan-neural elements, not accessible prior to neural induction, was apparent in all NPs. These elements were enriched for binding of TFs involved in the neural tube GRN, including SOX2, NKX6.1, NKX2.2, and OLIG2. The existence of this set of elements is reminiscent of the idea of morphogenetic fields—discrete, modular units of embryonic development^66^ that display a coordinated response to patterning signals.^66^ Comparison of chromatin accessibility in the same NP cell type generated using different levels of Shh signaling revealed that cell identity, rather than morphogen concentration, correlated with chromatin accessibility pattern. This indicates that the morphogen interpretation mechanism that converts graded Shh input into distinct cell identities establishes not only the discrete transcriptional identities of NPs but also their chromatin landscapes.

The shared chromatin landscape of the majority of ventral NPs suggests a differential binding strategy governs gene expression selection for these cells. This is consistent with the “selection by exclusion” mechanism that has been proposed previously to explain the specification of progenitor subtype identity by graded Shh signaling.^16,17^ In this view, the positive and negative transcriptional inputs supplied by the GRN are integrated at CREs associated with target genes, which are accessible in NPs, regardless of whether the target gene is active. Thus, cell fate choice does not depend on major chromatin remodeling but instead is determined by the composition of transcriptional effectors bound. These findings challenge the validity of approaches typically used to infer gene regulation and cell identity from genomic data, which equate open chromatin with gene activity and cell fate. Our data demonstrate that a major regulatory strategy—“differential binding”—violates this assumption and indicate the necessity of developing more nuanced methods.

By contrast, the differential accessibility strategy appears to dictate p3 identity. These NPs are distinguished by accessibility at a distinct subset of CREs that depend on FOXA2. Despite the transience of FOXA2 expression in p3 NPs,^67^ accessibility at the CREs opened by FOXA2 persists and are bound by the p3-specific TF NKX2.2. This is similar to the observation that the presence of FOXA is not required to maintain stable epigenetic states in liver cells.^68^ The marked changes in chromatin landscape initiated by FOXA2 thus represents an example of epigenetic memory and demonstrate how the pioneering activity of a TF rewires a GRN to specify a specific cell type.

The different regulatory strategies have important implications for cellular reprogramming. Cell types sharing the same landscape (differential binding) would be relatively plastic, enabling transitions between the different fates by altering the TF configuration on already available CREs. Consequently, the barrier to reprogram cells between such fates would be lower. On the other hand, the differential accessibility strategy involves chromatin remodeling to facilitate the binding of TFs previously unable to bind specific CREs. The expression of the end point TFs alone might not be sufficient for cell fate acquisition if the elements these TFs need to bind are inaccessible. This might explain the inefficiency or incompleteness of some transgene-driven reprogramming approaches that use only the TFs expressed in the final state of the target cell type.^69^ Understanding and recapitulating the epigenetic trajectory cells follow to reach the desired endpoint might improve such differentiation protocols.

Our results are consistent with prior genetic studies showing the p3 NPs are the only NPs that require activating GLI proteins for their specification.^19,70^ The demonstration that FOXA2 expression can substitute for Shh signaling during the early steps of p3 specification indicates that the requirement for activating GLI proteins is for the expression of FOXA2. This requirement restricts p3 induction to the most ventral progenitors in the neural tube. The expression of FOXA2 and NKX2.2 in p3 NPs also appears to contribute to establishing p3 identity by modulating the cell intrinsic response to Shh.^43^ NKX2.2 promotes *Foxa2* via a mechanism involving *Gli3* repression^43^ and FOXA2 binds and opens an intronic region in the gene encoding *Gli2* (Figure 5D). Together, these data suggest that the interpretation of Shh signaling by p3 NPs is distinct from the adjacent p0-pMN region. This distinction involves remodeling the regulatory landscape of p3 NPs.

FOXA2 has been proposed to act as a pioneer factor in the endoderm, where it remodels chromatin to allow the binding of other TFs.^51,56^ Although TFs often have roles in multiple tissues, they are usually thought to act in a combinatorial fashion with other TFs via different elements in different tissues.^54,55,58^ The observation that FOXA2 binds to p3 NP-specific CREs in endodermal cells raises the possibility these two cell types share some aspects of their regulatory control. Consistent with this, pancreas specification, an endoderm derivative, involves many TFs that are also expressed in the ventral neural tube, specifically in the p3 domain.^71^ The potential shared control by FOXA2 of functionally relevant genes in endoderm and neural tissue raises the question of how this might have arisen. The role of FOXA proteins in endoderm development is evolutionarily conserved^72^ and predates the origin of bilaterians. One possibility therefore is the co-option of an endoderm FOXA2 regulatory program into NPs in an ancestor of vertebrates. Alternatively, it could be evidence of convergent evolution or of a common evolutionary origin for endoderm and neural cells. This latter possibility would be supported by recent work suggesting that parts of the digestive system in the cnidaria Nematostella are of ectodermal origin^73^ and that a common progenitor generates neurons and secretory cells in this species.^74,75^ Thus, the shared regulatory features seen in vertebrate endoderm and neural cells might be a vestige of a common evolutionary origin of these cell types. A deeper understanding of the GRNs in neural tissue and endoderm will be needed to explore this possibility. More generally, it will be important to determine whether other tissues use similar cis-regulatory strategies to specify distinct cell types.

## Limitations of the study

In this study, we used *Foxa2* knockout ES cell lines to show a requirement for *Foxa2* in NPs. Whether there is a similar requirement for FOXA2 *in vivo* is not known because the removal of *Foxa2 in vivo* disrupts axis formation and is embryonic lethal at an earlier time point.^76,77^ Additionally, the previously published ChIP-seq data used in this study was generated from a different directed neural differentiation protocol, and there could be differences in binding of the ventral TFs as a result. Finally, although we demonstrate a good correlation between data produced by CaTS-ATAC and conventional ATAC protocols that use live sorted cells, there could be limitations introduced by the paraformaldehyde fixation necessary for CaTS-ATAC. Paraformaldehyde disrupts TF binding to mitotic chromatin, and this might result in a loss of any cell cycle phase specific signal.

## Star★Methods

**Table:** Key Resources Table

Reagent or resource	Source	Identifier
Antibodies		
Sox2-V450	BD Biosciences	Cat#561610; clone O30-678
Pax6-PerCPCy5.5	BD Biosciences	Cat#562388; clone 018-1330
Nkx6.1-AlexaFluor647	BD Biosciences	Cat#563338; clone R11-560
Goat anti-Olig2	R&D	Cat#AF2418
Nkx2.2-PE	BD Biosciences	Cat#564730; clone 74.5A5
Tubb3-Biotin	BD Biosciences	Cat#560394; TUJ1
Foxa2-AlexaFluor488	SC Biotechnology	Cat#sc-374376 AF488; clone H-4
Goat anti-Sox2	R&D	Cat#AF2018
Rat anti-Sox2	Invitrogen	Cat#14-9811-80, clone Btjce
Mouse anti-Nkx2.2	BD Biosciences	Cat#564731, clone 74.5A5
Rabbit anti-Olig2	Merck Millipore	Cat#AB9610
Rabbit anti-Arx	Kind gift from J.Chelly	N/A
Goat anti-Foxa2	R&D	Cat#AF2400
Rabbit anti-Pax6	Merck Millipore	Cat#AB2237
Donkey anti-rat 405	Biotium	Cat#20419
Donkey anti-mouse AF488	Invitrogen	Cat#A21202
Donkey anti-goat AF488	Invitrogen	Cat#A11055
Donkey anti-rabbit AF488	Invitrogen	Cat#A21206
Strep-APC-Cy7	BioLegend	Cat#405208
Donkey anti-mouse AF568	Invitrogen	Cat#A10037
Donkey anti-goat AF568	Invitrogen	Cat#A11057
Donkey anti-mouse AF647	Invitrogen	Cat#A31571
Donkey anti-goat AF647	Invitrogen	Cat#A21447
Bacterial and virus strains		
BL21-Gold(DE3)	Agilent	Cat#230132
Chemicals, peptides, and recombinant proteins		
Recombinant Mouse LIF Protein	Merck	Cat#ESG1107
Dulbecco's Modified Eagle Medium (DMEM) - Knock OUT	Gibco	Cat#10829-018
ES Foetal Bovine Serum (FBS)	Pan Biotech	Cat#P30-2602
Penicillin/Streptomycin	Gibco	Cat#15140122
L-Glutamine	Gibco	Cat#25030024
Non-essential amino acids	Gibco	Cat#11140-035
2-mercaptoethanol	Gibco	Cat#21985-023
0.05% trypsin-EDTA	Gibco	Cat#25300054
Gelatin	Gibco	Cat#G1393-100ML
Advanced DMEM-F12	Gibco	Cat#21331-020
Neurobasal medium	Gibco	Cat#A35829-01
N2	Gibco	Cat#17502001
B27	Gibco	Cat#17504001
Bovine Serum Albumin solution	Merck	Cat#A7979-50ML
Matrigel	Corning	Cat#356231
bFGF	R&D	Cat#100-18B
LGK	Cayman Chemical Company	Cat#1.800.364.9897
CHIR99021	Axon Medchem	Cat#1386
SB-431542	Tocris	Cat#S0400
DMH1	Adooq Bioscience	Cat#A12820
Retinoic Acid (RA)	Sigma	Cat#R2625
Smoothened Agonist (SAG)	Merck	Cat#566660-5mg
DBZ	Biotechne	Cat#4489
Doxycycline	Sigma-Aldrich	Cat#D9891
Tamoxifen	Sigma-Aldrich	Cat#T5648-5G
Lipofectamine 2000	Invitrogen	Cat#11668030
Hygromycin-B	Thermo Fisher	Cat#10687010
Puromycin	Thermo Fisher	Cat#A1113802
LIVE/DEADTM Fixable Dead Cell Stain Near-IR fluorescent reactive dye	ThermoScientific	Cat#L34976
Phosphate Buffer Saline (PBS)	Gibco	Cat#14190-094
Accutase	Gibco	Cat#00-4555-56
Paraformaldehyde (PFA)	ThermoScientific	Cat#28908
Triton-X100	VWR Chemicals	Cat#28817.295
Superscript III reverse transcriptase	Invitrogen	Cat#18080-051
SYBR Green PCR assay	ThermoFisher Scientific	Cat#A25742
ProLong Gold antifade reagent	Invitrogen	Cat#P36930
Igepal CA-630	Sigma	Cat#I8896-100ML
Tween-20	Sigma	Cat#P2287-500ML
Digitonin	Invitrogen	Cat#BN2006
Proteinase K	Ambion	Cat#AM2546
2X PCR Master Mix NEB	NEB	Cat#M0541S
AMPureXP beads	Beckman Coulter	Cat#A63882
Ni-Sepharose column	Cytiva	Cat#17526801
RNasin Plus	Promega	Cat#N2615
Critical commercial assays		
Zymo DNA concentrator kit	Zymo	Cat#D4013
RecoverAll RNA/DNA Isolation Kit	Thermo Fisher Scientific	Cat#AM1975
SMART-Seq HT kit	Takara	Cat#634437
Nextera XT DNA Library Preparation Kit	Illumina	Cat#FC-131-1096
TDE tagmentation enzyme	Illumina	Cat#15027865
2X TD tagmentation buffer	Illumina	Cat#15027866
RNeasy Qiagen kit with DNAse digest	QIAGEN	Cat#74106
Mouse Embryonic Stem Cell Nucleofector™ Kit	Lonza	Cat#VPH-1001
Deposited data		
CaTS-ATAC, live Omni-ATAC, RNA-seq and bulk ATAC-seq	This study	GSE204921
Experimental models: Cell lines		
*Mus musculus* (Male): HM1	Doetschman et al.^78^	N/A
*Mus musculus* (Male): HM1-Foxa2-/-	This study	N/A
*Mus musculus* (Male): HM1-TetON-Foxa2- mCherry	This study	N/A
*Mus musculus* (Male): HM1-TetON- mCherry	This study	N/A
Experimental models: Organisms/strains		
Mouse: Foxa2^nEGFP-CreERT2/^+	Imuta et al.^46^	MGI:5490029
Mouse: R26^tdTomatoAi14/tdTomatoAi14^ (Gt(ROSA)26Sor^tm14(CAG-tdTomato) Hze^	Madisen et al.^79^	MGI:3809524
Oligonucleotides		
qPCR primers used in this study, see Table S1	N/A
Primers for cloning of Foxa2 guides into pX458, see Table S1	This study	N/A
Oligonucleotides for Tn5 assembly, see Table S1	Picelli et al.^80^	N/A
Oligonucleotides for CaTS-ATAC and ATAC-seq library, see Table S1	This study	N/A
Recombinant DNA		
pX458 vector	Ran et al.^81^	Addgene plasmid 48138
PB-tetOn-destination-PGK-hygro	Stuart et al.^82^	N/A
PB-CAG-rtTA3-PGK-puro	Stuart et al.^82^	N/A
Software and algorithms		
nf-core atacseq pipeline	https://nf-co.re/atacseq	https://doi.org/10.5281/zenodo.2634132
DESeq2	Love et al.^83^	https://doi.org/10.18129/B9.bioc.DESeq2
nf-core chipseq pipeline	https://nf-co.re/chipseq	https://doi.org/10.5281/zenodo.3240506
TOBIAS footprinting tools	Bentsen et al.^33^	https://doi.org/10.1038/s41467-020-18035-1
nf-core rnaseq pipeline	https://nf-co.re/rnaseq	https://doi.org/10.5281/zenodo.1400710
R	R Core Team	https://www.R-project.org/
Fiji	Schindelin et al.^84^	https://imagej.net/software/fiji/
Other		
Superfrost Plus slides	Thermo Scientific	Cat#10149870
22-mm-by-50-mm no. 1.5 thickness coverslips	VWR	Cat#631-0138
6-well plates	Corning	Cat#353046
LoBind 1.5 ml Eppendorf tubes	Eppendorf	Cat#Z666548
DNA High Sensitivity DNA Kit	Agilent	Part No 5067-4626

## Resource Availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, James Briscoe ().

### Materials availability

Murine ES cell lines generated in this study area available upon request.

## Experimental Model And Subject Details

### Lineage tracing of Foxa2-expressing cells

Foxa2-^2a^-^nEGFP-2a-CreERT2/+^;R26^Tomato Ai14/ Tomato Ai14^ embryos were obtained from time matings. Mouse lines Foxa2^nEGFP-CreERT2/+^ (MGI:5490029)^46^ and R26^tdTomatoAi14/tdTomatoAi14^ (Gt(ROSA)26Sor^tm14(CAG-tdTomato) Hze^ (MGI:3809524)^79^ were backcrossed and maintained in a C57BL6 background. Induction of recombination was achieved by tamoxifen administration by oral gavage at 0.08 mg/body weight.

All animal procedures were performed in accordance with the Animal (Scientific Procedures) Act 1986 under the UK Home Office project licenses PP8527846 and PF59163DB. Animals were housed under a 12-h light, 12-h dark cycle at the Francis Crick Institute animal facility. Animals were housed in singly-ventilated cages. The relative humidity was kept at 45 to 65%. Mouse rooms and cages were kept at a temperature range of 20-24°C. Animals had 24 h access to RO water and autoclaved pelleted food. Caging, bedding, nesting materials and enrichments were autoclaved prior to use and cages are changed routinely. A maximum of 5 adult mice were housed per cage if they were over 20 g. Animals were monitored visually daily for health concerns and once a week a full health check was carried out during a discretionary cage change

### Cell lines

WT experiments were performed with the mouse embryonic stem cell line HM1.^78^ All cell lines were maintained at 37°C with 5% carbon dioxide (CO_2_).

### Generation of Foxa2^-/-^ ES cell lines

Generation of Foxa2 knockout cell lines was performed by electroporating two different guides cloned into the pX458 vector^81^ with the AMAXA nucleofector kit (Lonza Cat no. VPH-1001). Cells were sorted for GFP as single cells one day after electroporation. Clonal cell lines were genotyped and two clones were used. Both carried the same deletion.

### Generation of tetON-Foxa2 and control ES cell lines

PiggyBac (PB)-tetOn-destination-PGK-hygro and PB-CAG-rtTA3-PGK-puro vectors were used from Stuart et al.^82^ Gateway cloning (Invitrogen) was used to insert the coding sequence for mCherry or FoxA2:mCherry fusion protein into the tetOn destination vector. Stable transgenic HM1 mouse ES cell lines were generated by transfection as follows: 1 μg PB-tetOn expression vector, 1 μg PB-CAG-rtTA3 vector, 1 μg non-integrating PBase transposase vector and 2 μl Lipofectamine-2000 (Invitrogen) were incubated for 20 min in 100 μl DMEMF12 (Gibco) at room temperature, then applied to 300,000 cells/6well in 1.6 ml medium for 18 h. Selection was applied to transfectants for at least 5 passages prior to use (150 μg/ml hygromycin-B (ThermoFisher) and 1 μg/ml puromycin [ThermoFisher]). Transfection and selection were performed in feeder-free 2iLIF culture conditions as described in Stuart et al.,^82^ then adapted back to feeders and ES cell medium regime as described below for at least 4 passages prior to experiments.

## Method Details

### Cell culture and neural progenitor differentiation

Mouse ES cell lines were maintained in ES cell medium (Dulbecco’s Modified Eagle Medium (DMEM) Knock Out (Gibco, Cat No. 10829-018) supplemented with 10% Foetal Bovine Serum (Pan Biotech, Cat. No. P30-2602), Penicillin/Streptomycin (Gibco, Cat No. 15140122), 2mM L-Glutamine (Gibco, Cat No. 25030024), 2mM Non-essential amino acids (Gibco, Cat No. 11140-035), and 0.1 mM 2-mercaptoethanol (Gibco, Cat. No. 21985-023)) with 1000 U/ml LIF (Chemicon, Int ESG1107) on mitotically inactive primary mouse embryo fibroblasts (feeders). For spinal cord neural differentiation, ES cells were dissociated using 0.05% trypsin-EDTA (Gibco, Cat No. 25300054) and then plated onto 0.1% gelatinised (Gibco Cat no. G1393-100ML) tissue culture plates for three successive periods of 15 mins to remove feeders. Differentiations were carried out in N2B27 media (Advanced DMEM - F12 (Gibco, Cat. No. 21331-020) and Neurobasal medium (Gibco, Cat. No. A35829-01) (1:1), supplemented with 1xN2 (Gibco Cat no. 17502001), 1xB27 (Gibco Cat no. 17504001), 2 mM L-glutamine (Gibco, Cat No. 25030024), 40 μg/ml BSA (Sigma-Aldrich, Cat No. A7979-50ML), and 0.1 mM 2-mercaptoethanol) with the indicated additives. Cells were plated onto 6-well plates (Corning, Cat. No. 353046) precoated in Matrigel (Corning, Cat. No. 356231) diluted 1/50 in Advanced DMEM - F12 at a density of 20,000 cells per 35mm well in 1.5 ml. The media was supplemented on the different days as follows: Day 0 to Day 2, 10ng/ml bFGF (R&D, Cat. No. 100-18B) and 5 μM LGK (Cayman Chemical Company, Cat. No. 1.800.364.9897); Day 2 to Day 3 for 20 h, 10 ng/ml bFGF, 5 μM CHIR99021 (Axon Medchem, Cat. No. 1386), 10 μM SB-431542 (Tocris, Cat. No. S0400), and 2μM DMH1 (Adooq Bioscience, Cat. No. A12820); from Day 3 onwards, 100 nM RA (Sigma, Cat. No. R2625) and either 0 nM, 10 nM, 100 nM or 500 nM SAG (Merck, Cat. No. 566660-5mg). The “delayed SAG” regime consisted of 100 nM RA and 0 nM SAG from Day 3 to Day 4, followed by a constant concentration of RA and increased SAG to 500 nM. Induction of the tetON system was achieved by supplementing the media with 1 μg/ml Doxycycline (Sigma-Aldrich, Cat. No. D9891) for the second 12h of Day 4. Floor plate conditions were achieved by addition of 500 nM SAG on Day 3 without any addition of RA.

### Flow cytometry of intracellular markers

#### Sample collection

1 μl/ml of LIVE/DEADTM Fixable Dead Cell Stain Near-IR fluorescent reactive dye (ThermoScientific, Cat. No. L34976) was added to cells in culture and incubated at 37°C for 30 mins. Cells were washed twice with Phosphate Buffer Saline (PBS) (Gibco, Cat. No. 14190-094), and were dissociated using 0.5ml Accutase (Gibco, Cat. No. 00-4555-56) per well of a 6 well plate incubated 5 min at 37°C. Cell were collected, centrifuged at 400g for 4 min and resuspended in 100μl of 4% paraformaldehyde (PFA) (ThermoScientific, Cat. No. 28908). PFA fixation was carried out for 10 min at room temperature. Cells were washed in PBS and resuspended in 500μl PBS + 0.5% BSA.

#### Staining

1 million cells were stained for flow cytometry analysis in LoBind 1.5 ml Eppendorf tubes. Pellets were resuspended in 0.1ml of PBS + 0.5% BSA and 0.1% Triton-X100 (VWR Chemicals, Cat No. 28817.295) and were incubated on ice for 10 mins. Cells were then incubated with primary antibodies or directly conjugated antibodies diluted in the same buffer for 1.5 h protected from light at room temperature. When necessary, secondary antibodies were incubated under the same conditions for 40 min. Cells were washed in PBS + 0.5% BSA and 0.1% Triton-X100, and resuspended in 300μl of PBS + 0.5% BSA for analysis on a BD Fortessa analyzer (Becton Dickinson). The antibody panels used were as follows: “D-V progenitors”, Sox2-V450 (1:100), Pax6-PerCPCy5.5 (1:100), Nkx6.1-AlexaFluor647 (1:100), Goat Olig2 unconjugated (1:400), Nkx2.2-PE (1:100), and Tubb3-Biotin (1:800) followed by secondaries donkey anti-goat AlexaFluor488 (1:1000) and Strep-APC-Cy7 (1:20,000); “mCherry inducible”, Sox2-V450 (1:100), Pax6-PerCPCy5.5 (1:100), Goat Olig2 unconjugated (1:400), Nkx2.2-AlexaFluor647(1:100), secondaries donkey anti-goat AlexaFluor488 (1:1000); “D-V with Foxa2”, Sox2-V450 (1:100), Pax6-PerCPCy5.5 (1:100), Goat Olig2 unconjugated (1:400), Nkx2.2-PE (1:100) and Foxa2-AlexaFluor488 (1:100), with secondary donkey anti-goat AlexaFluor647 (1:1000). Antibody details in listed in the key resources table.

### RNA extraction, cDNA preparation, and qPCR analysis

Wells were washed with PBS and lysed in 350 μl of RLT buffer (QIAGEN, Cat. No. 1015762) per 35mm well. After cells were mixed, they were collected in a 2 ml RNase-free Eppendorf tube and stored at -20°C. RNA extraction was performed using RNeasy Qiagen kit with DNAse digest (QIAGEN, Cat. No. 74106) as per manufacturer’s protocol. cDNA was synthesized from 1ug of RNA using Superscript III reverse transcriptase (Invitrogen 18080-051) with random hexamers, and qRT-PCR analyses were performed by QuantStudio 12K Flex Real-Time PCR system (ThermoFisher Scientific) using SYBR Green PCR assay (ThermoFisher Scientific, Cat. No. A25742). All experiments were performed in technical duplicates, biological duplicates or triplicates for each time point analysed. Expression values were normalized against β-actin. Primer sequences in Table S1.

### Immunofluorescence staining of cell differentiations

Cells for immunofluorescence staining were cultured in matrigel-coated glass slides in 12-well plates with all the volumes adjusted to achieve the same cell density. Wells were washed with PBS and fixed in 4% PFA at 4°C for exactly 15 mins. Glass slides were transferred to a new 12-well plate for staining. Blocking was performed for 10 mins with PBS + 1% BSA + 0.1% Triton-X100 at room temperature, cells were incubated in PBS + 1% BSA + 0.1% Triton-X100 with primary antibodies overnight at 4°C, with secondary antibodies at room temperature for 1hr, and mounted with ProLong Gold antifade reagent (Invitrogen, Cat. No. P36930). Fluorescent images were taken with Leica SP8 confocal microscope or an Apotome microscope.

The following primary antibodies were used: goat anti-Sox2 (1:500), mouse anti-Nkx2.2 (1:1000), rabbit anti-Olig2 (1:500), rabbit anti-Pax6 (1:1000), rat anti-Sox2 (1:1000), goat anti-Foxa2 (1:500), rabbit anti-Arx (1:1000). Corresponding donkey-raised secondaries were used. Antibody details listed in the key resources table.

### Generation of mouse sections and immunostainings

Mouse spinal cord sections staining were performed as previously described.^85^ Mouse embryos from timed pregnant females were collected and fixed in 4% PFA for 1.5h at 4°C, washed in PBS, and transferred to 15% sucrose in phosphate buffer overnight at 4°C. Embryos were subsequently embedded in gelatin solution (7.5% gelatin, 15% sucrose in phosphate buffer) and snap-frozen in isopentane on dry ice. Transverse cryosections (thickness: 14 mm) were cut using a Leica CM3050S cryostat (Leica Microsystems Limited, Milton Keynes, UK) and placed on Superfrost Plus slides (Thermo Scientific, Cat. No. 10149870). Slides were stored at −80°C until ready to be processed for immunohistochemistry. After immunohistochemistry, 22-mm–by–50-mm no. 1.5 thickness coverslips (VWR, Cat. No. 631-0138) were mounted onto the sections using ProLong Gold antifade reagent. Immunohistochemistry was performed in the same way as for cell culture slides using the same antibodies against Sox2 and Nkx2.2.

### Quantification of lineage tracing from mouse sections

Images acquired on a Leica SP8 40X objective were segmented using the custom scripts described in https://github.com/tiagu/ *Nucleus*. The DAPI signal was used to segment nuclei and signal intensity for all other channels calculated for each nuclei. The raw data and code to reproduce the quantifications of tdTomato p3 or V3 cells can be found in https://github.com/MJDelas/tdTom_LinTracing. In brief, a threshold was found for the intensities of SOX2, NKX2.2 and tdTomato. Cells expressing SOX2 and NKX2.2 were classified as p3. Cells expressing only NKX2.2 were classified as V3. Position was used as a quality control step.

Because of background binding by a mouse raised antibody in mouse sections, NKX2.2 signal emanating from cells far from the p3 domain were excluded from the analysis. The number of either p3 or V3 expressing tdTomato per section were plotted.

### CaTS-ATAC (Crosslinked and TF-Sorted ATAC-seq)

#### Sample collection

Cell type specific ATAC-seq based on intracellular markers was carried out from HM1 differentiations at the timepoints and SAG concentrations indicated. Dishes were washed with PBS and dissociated with 0.5ml Accutase (Gibco, Cat. No. 00-4555-56) per well of a 6 well plate incubated 5 min at 37°C. Cells were collected in Eppendor LoBind tubes (Eppendorf cat. #Z666548), the wells were rinsed with 1ml PBS and the samples were spun at 400 g for 4 min at room temperature. Samples were resuspended in 1μl/ml of LIVE/DEAD™ Fixable Dead Cell Stain Near-IR fluorescent reactive dye as per manufacturer’s instructions. After 30 min incubation on ice protected from light the samples were spun again and resuspended in 300 μl of PBS, followed by addition of 100 μl of PFA to achieve 1% PFA. Fixation was carried out for 15 min with rotation at 4°C. Fixation was quenched with 25 μl of 2M Glycine for 5 min at 4°C with rotation, spun and resuspended in PBS with 0.5% BSA. Cells were counted and 1 million cells were transferred to a new LoBind Eppendorf tube.

#### Transposition

Tn5 transposition was carried out as previously described^28^ with some modifications. Briefly, samples were resuspended in 0.5 ml of RSB buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2) supplemented with 0.1% Igepal CA-630 (Sigma, Cat. No. I8896-100ML), 0.1% Tween-20 (Sigma, Cat. No. P2287-500ML), and 0.01% digitonin (Invitrogen, Cat No. BN2006), and incubated on ice for 3 min. 1 ml of RSB with 0.1% Tween-20 was then added and samples were spun for 10 min at 2000 g and 4°C. The samples were then resuspended in 1 ml of ATAC mix(2X TDE buffer (Illumina), 50 μl TDE (Illumina), 0.01% digitonin, 0.1% Tween-20 and 330 μl of PBS). Transposition was carried out at 37°C with 1000 rpm shaking for exactly 30 min. The reaction was stopped with 30 μl of EDTA, spun at 2000g for 5 min at 4°C and resuspended in 100 μl of PBS with 0.5% BSA and 0.1% Triton X-100.

#### FACS

Flow cytometry staining was carried out as described in “Flow cytometry of intracellular markers”. Samples processed in a BD Fusion cell sorter (Beckton Dickinson). 15,000 cells of each desired population were sorted in to 0.5ml of PBS with 0.5% BSA. Sorted cells were spun for 10 min at 3000 g and 4°C and resuspended in Reverse crosslink buffer (50mM Tris-HCl ph8, 0.5% Tween-20, 0.5% Igepal CA-630) supplemented with 1 μl of 20 mg/ml Proteinase K (Ambion, Cat. No. AM2546) and incubated overnight at 65°C shaking at 300 rpm.

#### DNA isolation

The following day samples were spun down to collect condensation and DNA was isolated using the DNA clean up & Concentrator kit (Zymo, Cat. No. D4013) as per manufacturer’s instructions. DNA was eluted in 21 μl of DNAse-free water. DNA was stored at -20°C until ready to be processed.

#### Library generation

Transposed DNA was first amplified with 2X PCR Master Mix NEB (Cat. No. M0541S), and 1 μl of constant forward primer and indexed reversed primer (Table S1) (both at 25 μM) in a total reaction volume of 50 ul. The program was as follows: 5 min at 72°C, 30 s at 98°C, followed by 7 cycles of 30 s at 98°C, 30 s at 63 °C and 60 s at 72°C, with a final extension of 5 min at 72°C. DNA was cleaned up with 1.8x volumes of AMPureXP beads (Beckman Coulter, Cat. No. A63882) and eluted in 18 μl of EB buffer. qPCR was carried out to determine the number of extra cycles using 2 μl of the amplified DNA in technical duplicates. Each 20 μl reaction contained 20 μl of 2X SYBR Green PCR assay, using PowerUP SYBR Green Master Mix (Thermo Fisher, Cat. No. A25742) and 2.5 μl of each primer (at 25 μM each). The qPCR program was as follows: initial activation for 2 min at 50°C, 30 s at 98°C, followed by 40 cycles of 10 s at 98°C, 30 s at 63°C and 60 s at 72°C. The number of additional cycles was calculated as 1/4 of the maximum amplification.^86^ The second amplification was done using 12.5 μl of amplified DNA, 2X PCR Master Mix NEB and 2.5 μl of each primer (at 25 uM) in a total volume of 50 ul. The program was the same as the first amplification without the initial extension and for the calculated number of cycles. Finally, re-amplified DNA was cleaned up using 1.8x volumes AMPureXP beads and eluted in 30 ul. Samples were quantified in the QuBit, size profiles examined in the Bioanalyzer using the DNA High Sensitivity DNA Kit (Agilent, Part No. 5067-4626). Samples were pooled and sequenced in a NovaSeq by Novogene (Cambridge, UK).

### Bulk ATAC-seq

#### Tn5 production

Methods were adapted from Hennig et al.^87^ as follows: The pETM11-Sumo3-Tn5_E54K,L372P_ plasmid was obtained from EMBL-Heidelberg and transformed into *Escherichia coli* BL21 (DE3) Gold cells (Agilent). Bacterial cultures were grown at 30°C to a density of OD_600_=0.6-0.8 and protein expression was induced with 0.5 mM isopropyl-β-D-thiogalactoside (IPTG). Prior to induction, cultures were cooled and maintained at 20°C for protein expression overnight. Cell pellets were harvested by centrifugation for 10 m at 4000 rpm and then resuspended in lysis buffer (50 mM Tris-HCl pH 8.0, 20mM Imidazole, 0.5 M NaCl, 10% Glycerol, 1mM TCEP, 1U/ml Benzonase, 1 tablet/50ml Protease inhibitor tablets (cOmplete, Roche) and lysed with sonication. The cell lysate was then centrifuged for 30 m at 80,000 x *g*. The supernatant was collected and applied onto a 5ml Ni-Sepharose column (Cytiva). The column was washed with 10 Column Volumes wash buffer A (50mM Tris-HCl pH 8.0, 20 mM Imidazole, 0.5 M NaCl,10% Glycerol, 1mM TCEP). Bound proteins were eluted with buffer A containing 300mM Imidazole. Fractions containing His-Sumo3-Tn5_E54K,L372P_ were pooled and incubated overnight at 4°C with SenP2 protease to remove the fusion tag. Next day, the sample was diluted six times and applied onto a 5ml Heparin HP column pre-equilibrated in buffer B (50mM Tris-HCl pH 8.0, 0.05 M NaCI, 1mM TCEP). Bound Tn5 protein was eluted with a linear gradient to 100% buffer B containing 1M NaCl, concentrated and loaded onto a Superdex 200 Increase 10/300 GL column (Cytiva) equilibrated in buffer C (50 mM Tris pH 8.0, 150 mM NaCl, 1 mM TCEP and 5% glycerol). Fractions corresponding to the Tn5 peak were pooled, concentrated to 10μM and flash frozen in liquid nitrogen.

#### Tn5 assembly

Dilution and oligo assembly of Tn5 was performed as previously described.^28,88^ In brief: purified protein was diluted to 4 μM in Dilution Buffer (50 mM Tris, 100 mM NaCl, 0.1 mM EDTA, 1 mM DTT, 0.1% NP-40, and 50% glycerol). Two independent oligo mixes were assembled (Mix A, Mix B), each with 5 μl of 100 μM Tn5MEREV oligo, 5 μl of 100 μM of either Tn5_1 (Mix A) orTn5_2_ME_comp (Mix B), and 40ml of nuclease-free water by incubating each mix in a PCR thermocycler as follows: 95°C for 3 m, 65°C for 3 m and ramp down to 24°C at a rate of -1C/min. Once annealed, Mix A and Mix B were combined with 100 μl glycerol to create a 5 μM, 50% glycerol adaptor mix. Equal parts of diluted Tn5 transposase and adaptor mix were mixed and incubated at 25°C for 60 min. For oligo sequence see Table S1

#### Transposition and library generation

Wells were washed and cells were dissociated using 0.5 ml Accutase per well of a 6 well plate incubated 5 min at 37°C. Cells were washed in PBS, and 50,000 cells per condition and replicates were used for ATAC-seq following established protocols^28,89^ (for sequences used see Table S1) and as described for CaTS-ATAC. After transposition, DNA was directly purified and used for library preparation (as described for CaTS-ATAC).

### Crosslinked and TF-Sorted RNA-seq

Samples for CaTS-RNAseq were collected in the same way as for CaTS-ATAC but all buffers were supplemented with 1 μL/ml of RNasin Plus (Promega, Cat. No. N2615). After fixation and quenching, samples were stained for intracellular TFs, also as described in “Flow cytometry of intracellular markers” with RNasin-supplemented buffers.

Cells were sorted into 0.5 ml PBS with 0.5% BSA and 1 μl/ml of RNasin Plus. RNA extraction from fixed samples were performed with the RecoverAll RNA/DNA Isolation Kit (Thermo Fisher Scientific, Cat. No. AM1975) with the modifications described in Amamoto et al.^90^ In brief, sorted cells were spun down at 3000 g for 7 min at 4°C and as much supernatant as possible was removed (leaving 40-50 μl). 100 μl of Digestion Buffer previously mixed with 4 μl of Protease mix was added to each sample and resuspended. The tubes were incubated at 50°C for 3 h and then stored at -80°C. RNA isolation was performed as per manufacturer’s instructions, eluting in 17 μl of Nuclease-free water.

Due to low quality and limiting amounts, the maximum amount (10.5 μl) was used for library preparation using the SMART-Seq HT kit (Takara, Cat. No. 634437) followed by Nextera XT DNA Library Preparation Kit (Illumina, Cat. No. FC-131-1096).

### ATAC-seq processing

Data was processed using the nf-core atacseq pipeline (https://nf-co.re/atacseq) with the following options: –genome mm10–macs_fdr 0.00001 –skip_diff_analysis –min_reps_consensus 2 -r 1.2.0. Peaks were further filtered out if they didn’t pass qval < 0.00001 in at least 1 sample (qval generated from MACS peak calling in each sample).

### ATAC-seq differential expression analysis

Read counts within the consensus intervals generated by featureCounts were used as input for DESeq2.^83^ Principal Component Analysis was performed using the top 30000 most variable elements and coloured by different sample metadata.

To assess the cell type specific accessibility for the same NP cell types at different SAG concentrations, all by all differential expression was performed for all conditions at day 5. Number of differentially accessible intervals plotted (fold change > 2, basemean > 100) as a bar graph, and individual elements are plotted color-coded by their p-adjusted values for specific pairwise comparisons.

Selection of differentially accessible elements across cell types and timepoint was performed by pairwise DESeq2 analysis between any two cell types within a timepoint and any two timepoints for the same cell type. Elements that fulfilled padj < 0.01 & abs(log2FoldChange) > 2 & baseMean > 100 were selected for subsequent clustering.

### ATAC element clusters by kmeans

Varianced stabilized transformed data generated using DESeq2 were used as input to identify clusters of elements with the same dynamics. Clustering was performed using kmeans with a high number of centers, 30, and subsequently re-grouping clusters of very similar dynamics using hclust and target of 9 final clusters. This was chosen as independent iterations resulted in reproducible clusters and dynamics.

### Analysis of published ChIP-seq data

Processing of published ChIP-seq datasets was for NKX6.1, NKX2.2, OLIG2,^16^SOX2 and FOXA2^13^from neural embryoids with SAG were processing using the nf-core chipseq pipeline as follows: nextflow run nf-core/chipseq –input design.csv –single_end –genome mm10 -profile crick -r 1.1.0.

FOXA2 from endoderm differentiations^50^ were process with the nf-core atacseq pipeline due to lack of input samples. nextflow run nf-core/atacseq –input design.csv –single_end –mito_name false –genome mm10 -profile crick -r 1.1.0.

### Footprinting analysis

BAM files for merged replicates were used as input for TOBIAS ATACorrect,^33^ followed by TOBIAS Footprint. TOBIAS BINDetect was run on all samples combined using the following the JASPAR2018, HOCOMOCO and Taipale databases.^34–36^

Motifs that were amongst the top 5% highest absolute fold change or 5% smallest pvalues in each pair-wise comparison were selected. Motifs were grouped in archetypes.^37^ The most variable archetypes for the desired comparison (either p0-1, p2, pM at day 5 and 6, or all conditions) were selected and RNA expression for each TF that is associated with the archetype was compared to the motif score for that archetype. This correlation analysis between motif score and RNA expression was used to find candidate TFs driving the chromatin changes observed.

### RNA-seq data processing

Data was processed using the nf-core rnaseq pipeline with the following options: –star_index ’star_ercc_mm10_genome’ –gtf’mm10.refGene_wERCC.gtf’ –fc_group_features_type gene_id –fc_extra_attributes gene_id -r 1.4.2. Gene counts were obtained from featureCounts with the option ignoreDup=TRUE to try and remove PCR duplicates. Samples were excluded from downstream analysis based on a number of QC criteria particularly applicable to this type of low input samples from PFA-fixed cells including: too small proportion of the library being of mouse origin (excess spike-in representation), large number of overrepresented sequences, and loss of dynamic range in spike-in quantification.

## Quantification And Statistical Analysis

Details for bioinformatic data analysis and software used are detailed in each method section. No additional statistical analyses were conducted. All code has been deposited at https://github.com/MJDelas/Neural_DV_ATAC, including parameters and versions for all software used. Figure legends contain number of replicates and details of data plotted (mean, s.e.m).

## Supplementary Material

Supplementary figures

Table S1

## Figures and Tables

**Figure 1:**
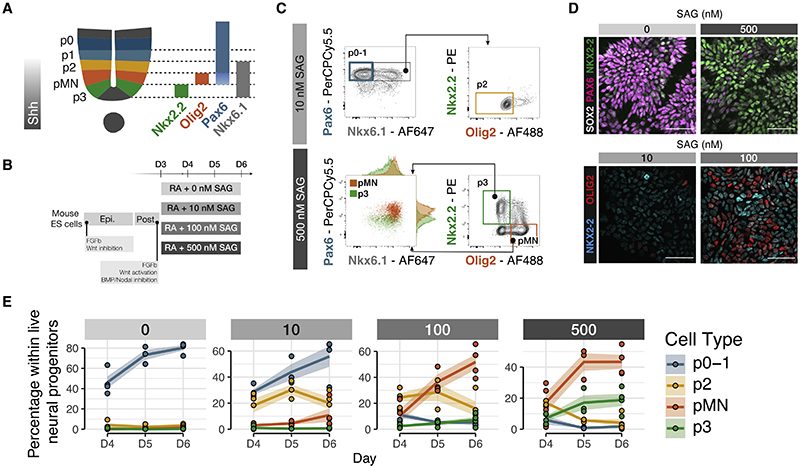
A stem cell model of ventral neural tube progenitors (A) Schematic of ventral spinal cord progenitors and the markers used for the combinatorial multi-color flow cytometry and sorting strategies. (B) Schematic of the protocol for the differentiation of mouse ES cells to generate ventral neural progenitors following equivalent signaling cues to embryonic development. (C) Representative flow cytometry plots of the gating strategies used for both analysis and sorting of NPs p0-1, p2, pMN, and p3. Cells were gated as NPs by excluding dead cells and selecting SOX2+. (D) Representative immunohistochemistry of ES cells differentiated for 6 days show expression PAX6 when exposed to 0 nM SAG and NKX2.2 if exposed to 500 nM. At 100 nM SAG, both OLIG2 or NKX2.2 are detected compared with little or no signal at 10 nM SAG. Scale bars, 50 μm. (E) Proportion of NPs at each SAG concentration shows generation of higher proportions of more ventral cell types at increasing SAG concentrations. Dots are individual samples. n = 4 biological replicates for each SAG concentration. Line represents the average. Shaded areas, SEM. SAG, smoothened agonist. See also Figure S1.

**Figure 2:**
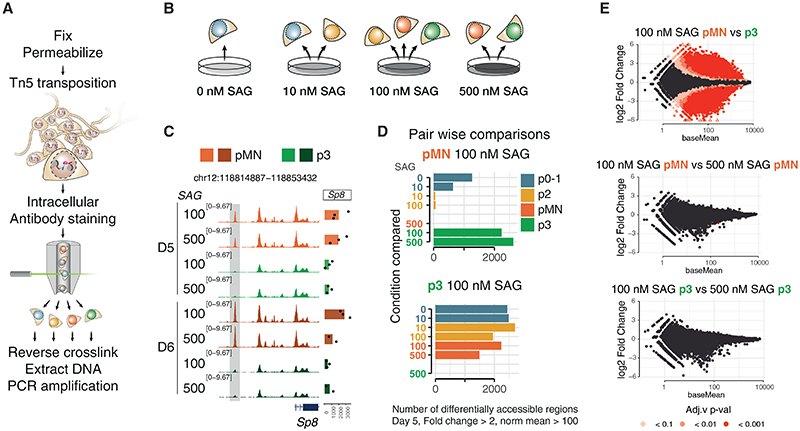
Chromatin accessibility reflects cell-type identity independent of SAG concentration (A) Schematic of CaTS-ATAC, a strategy for cell-type-specific ATAC-seq based on intracellular markers developed for this study. (B) Cell types analyzed from each SAG concentration. (C) Representative genome coverage plot of a differentially accessible region and expression of the nearby gene, *Sp8*, shows accessibility is consistent for each cell type regardless of the SAG concentration from which it was generated. (D) Quantification of differentially accessible regions between the indicated sample and all other samples at day 5 of differentiation shows no significant differences with the same cell type generated from a different SAG concentration. Thresholds used: absolute fold change > 2, basemean > 100. (E) MA-plot (log_2_-fold change versus base mean) for the indicated comparisons show large numbers of differentially accessible elements between different cell types generated under the same SAG concentration, but not between the same cell type generated in different SAG concentrations. n = 3 biological replicates. See also Figure S2.

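The interval shown at Sp8 holds 6 elements. The one with the largest difference between p3 and pMN at day 5 lies in intergenic sequence on chromosome 12 of mm10, from 118829616 to 118830339, at -16352 bp from the nearest TSS. In pMN it had 577 ± 40.8 normalized counts (SD, n = 3) at 100 nM SAG and 447 ± 52.7 (SD, n = 2) at 500 nM. In p3 the counts were 58.4 ± 20.4 (SD, n = 3) and 63.6 ± 25.2 (SD, n = 2) at these concentrations. It had 55.4 ± 24.6 (SD, n = 3) in p0-1 at 0 nM and 69.8 ± 30.4 (SD, n = 3) at 10 nM. Counts in p2 were intermediate, with 277 ± 88.4 (SD, n = 3) at 10 nM and 154 ± 27.9 (SD, n = 3) at 100 nM. With both concentrations pooled (n = 5 each), the log2 fold change from pMN to p3 was -3.10, with a standard error of 0.18 on the VST scale (adjusted p = 3.83e-08 from limma). The 5 samples of each type come from 3 replicate numbers, and those that share a number were fitted as independent. With the replicate block the adjusted p was 2.08e-10, and same-numbered samples of pMN and p3 had a median r of 0.550, against -0.338 for samples with different numbers.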

**Figure 3:**
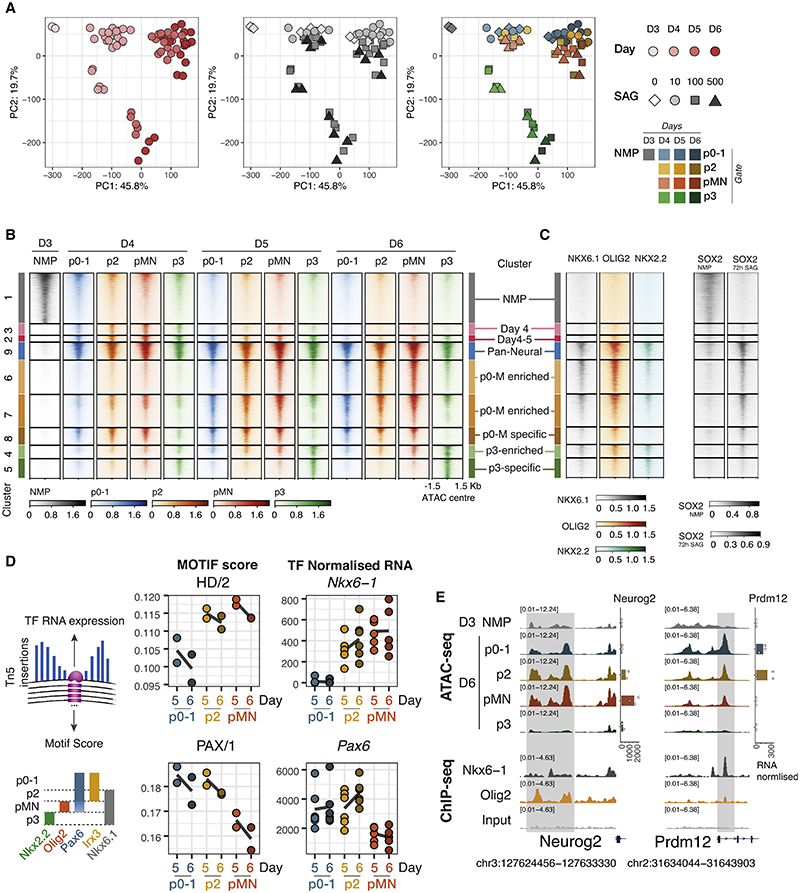
Two regulatory landscapes underlie the Shh response of neural progenitors (A) Dimensionality reduction (principal component analysis) based on the most variable 30,000 consensus elements shows two different behaviors: a shared one for p0-1, p2, pMN samples, and a different one for p3 samples, regardless of SAG concentration. Each symbol represents a sample colored by differentiation day, SAG concentration, or cell type as indicated in the legend. n = 3 biological replicates (independent differentiations). (B) Heatmap showing ATAC-seq coverage for elements differentially accessible between any two cell types or time points with the same dynamics, grouped in clusters (see STAR Methods) shows decommissioning of the NMP program (cluster 1), a shared pan-neuronal cluster (cluster 4) and two behaviors in cell type-specific accessibility, a shared for p0-1, p2, and pMN samples (clusters 6–8), and a unique program for p3 (clusters 4 and 5). Elements ordered by average accessibility. (C) Heatmap of ChIP-seq coverage for the same elements for NKX6.1, OLIG2, and NKX2.2^16^ performed in neural embryoid bodies treated with SAG shows binding to both pan-neuronal and cell-type-specific elements, and SOX2 from either NMP stage^32^ or SAG-treated neural embryoid bodies^13^ correlates with accessibility in either NMP or neural progenitors, respectively. (D) Footprinting scores (using TOBIAS, see STAR Methods) for motifs with highly variable scores between p0-1, p2, and pMN at days 5 and 6, and normalized RNA counts for the most correlated TF within the motif archetype. The motifs for cell-type-specific TFs show expected footprinting differences. (E) Example loci that are accessible across p0-pMN but were not accessible at day 3 and do not became accessible in p3 NPs. ChIP-seq for NKX6.1 and OLIG2^16^ shown for the same elements. Normalized expression for nearby genes *Neurog2* and *Prdm12* shown. Points are individual samples; bars represent average expression. See also Figure S3.

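At Neurog2, the interval shown holds 2 elements, and the one that differed most between p3 and the other NPs at day 6 is an intergenic element of 3804 bp on chromosome 3 of mm10, from 127625333 to 127629136. Its normalized counts were 1185 ± 68.7 (SD, n = 3) in NMPs at day 3. At day 6 they were 3277 ± 1136 (SD, n = 5) in p0-1, 3780.4 ± 243 (SD, n = 6) in p2, 4061 ± 522 (SD, n = 4) in pMN and 538 ± 146 (SD, n = 4) in p3. The log2 fold change of p3 against the other NPs at day 6 was -2.78, with a standard error of 0.19 on the VST scale (adjusted p = 4.28e-10 from limma). At Prdm12, the interval holds 1 element, of 6938 bp, on chromosome 2 from 31635187 to 31642124. It had 1238 ± 131 normalized counts (SD, n = 3) in NMPs, and at day 6 it had 2717 ± 381 (SD, n = 5) in p0-1, 1402 ± 187 (SD, n = 6) in p2, 964 ± 126 (SD, n = 4) in pMN and 474 ± 50.6 (SD, n = 4) in p3. Here the log2 fold change was -1.86, with a standard error of 0.30 (adjusted p = 9.88e-05 from limma). With the replicate block, checked for p3 and the other NPs at day 6 by a median r of 0.433 between same-numbered samples, the adjusted p was 3.77e-09 for Neurog2 and 0.000336 for Prdm12. The 4 p3 samples come from 2 replicate numbers, so that these p values can be too small. At both elements every NMP sample had more counts than every p3 sample of day 6, where the highest counts were 726 for Neurog2 and 525 for Prdm12. Both elements are wider than the median element, and their counts cover the whole width.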

**Figure 4:**
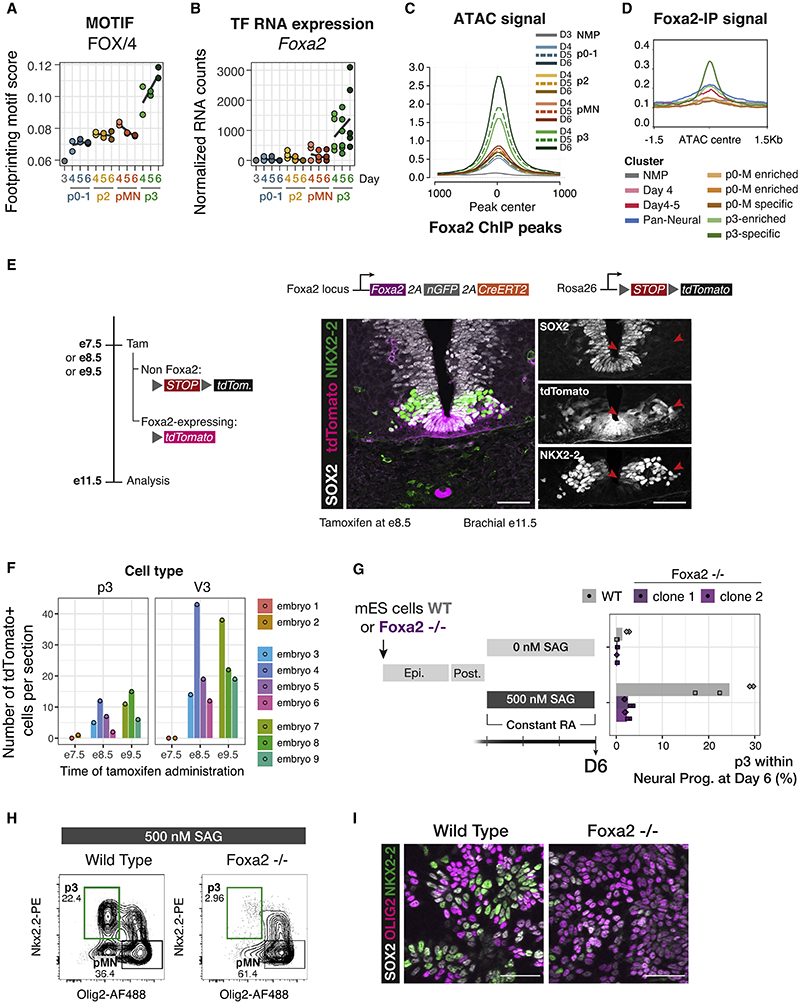
FOXA2 drives the p3-specific chromatin accessibility program (A) Footprinting score for the FOX motif is highest in p3 samples. (B) *Foxa2* expression in p3 NPs suggests it is the most likely candidate to drive the footprinting signal. (C) Average ATAC-seq accessibility at FOXA2 ChIP-seq peaks^13^ in the indicated samples shows these regions are highly accessible in p3 NPs. (D) Normalized FOXA2 ChIP-seq coverage showing accessibility in p3-specific elements from the groups of ATAC-seq elements in the indicated clusters from Figure 3B. (E) Genetic lineage tracing indicates that cells that expressed *Foxa2* at E8.5 (tamoxifen administration) have contributed to the p3 progenitor and V3 neuronal cell types by E11.5 (red arrows). (F) Quantifications of p3 and V3 cells expressing tdTomato in embryos collected after tamoxifen administration at the indicated times. Biological replicates: n = 2 for E7.5, n = 4 for E8.5, n = 3 for E9.5. (G) *Foxa2*−/− ES cells fail to generate p3 NPs when exposed to 500 nM SAG. (H) Representative flow cytometry plots of the quantifications in (G) showing a marked reduction in p3 NPs from *Foxa2*−/− ES cells compared with wild type. Cells are gated for SOX2+ live neural progenitors. (I) Representative immunohistochemistry staining for SOX2, OLIG2 and NKX2,2 showing reduced number of cells expressing NKX2.2 in *Foxa2*−/− mutant cells at day 6 of differentiation treated with 500 nM SAG. Scale bars, 50 μm. See also Figure S4.

**Figure 5:**
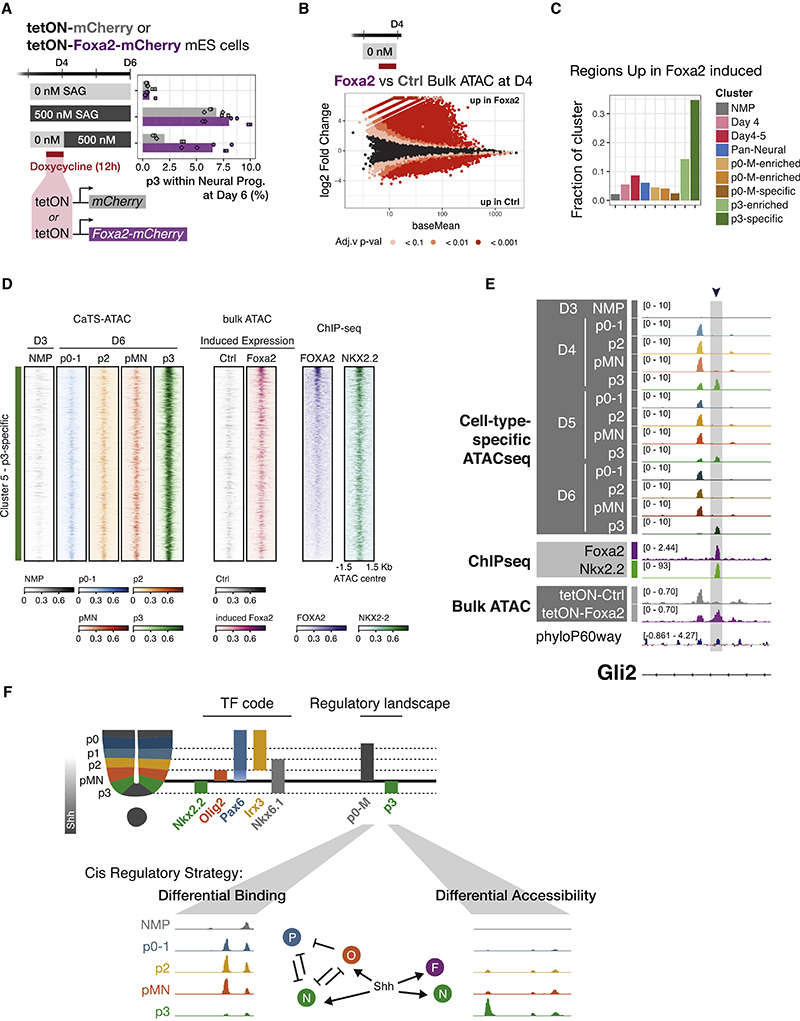
FOXA2 can replace Shh in early p3 specification where it opens p3-specific regulatory elements (A) A delayed SAG regime greatly reduces p3 generation in control cells (mCherry). A 12 h overexpression of tetON-Foxa2-mCherry rescues p3 generation. n = 3 biological replicates (independent differentiations), and 2 independent samples from each differentiation, for each condition. (B) Differential accessibility in Foxa2 forced expression versus control mCherry shows FOXA2 predominantly opens elements. n = 3 biological replicates (independent differentiations). (C) Overlap of differentially upregulated regions from (B) with ATAC clusters (Figure 3B) reveals a large fraction of the p3-specific cluster is opened upon Foxa2 overexpression. (D) Heatmap showing CaTS-ATAC-seq coverage over all sites in the p3-specific cluster 5, bulk ATAC-seq coverage after induced expression of control or FOXA2, as well as ChIP-seq coverage for FOXA2 and NKX2.2. Regions are ordered by FOXA2 ChIP-signal and depict higher accessibility when FOXA2 (but not control) is induced, concomitant with increased binding of FOXA2 and NKX2.2 in the same regions. (E) Example element in a *Gli2* intron with p3-specific chromatin accessibility, FOXA2 and NKX2.2 binding that gains accessibility upon *Foxa2* overexpression but not control. (F) Diagram describing the two regulatory landscapes that underlie the molecular identity of ventral neural progenitors, a differential binding strategy is used to distinguish p0-1, p2, pMN, whereas p3 employ a differential accessibility strategy. See also Figure S5.

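Of 19 elements whose nearest annotated gene is Gli2, the one with the largest excess in p3 at day 6 is intergenic, on chromosome 1 of mm10 from 119217454 to 119218373, and its mean was below the filter of 100 normalized counts, so that it was not tested. It had 132 ± 77.5 normalized counts (SD, n = 2) in p3 at 100 nM SAG and 4.14 ± 0.784 (SD, n = 2) in pMN at 100 nM. Among the 18 elements inside introns of Gli2, a set defined after the values were seen, the one with the largest excess lies in intron 2 of 13, from 118913611 to 118914355. At day 6 it had 938 ± 394 normalized counts (SD, n = 2) in p3 at 100 nM and 1017 ± 527 (SD, n = 2) in p3 at 500 nM. It had 60.4 ± 19.5 (SD, n = 2) in pMN at 100 nM, 101 ± 38.9 (SD, n = 3) in p2 at 100 nM and 18.2 ± 0.832 (SD, n = 2) in p0-1 at 0 nM. The log2 fold change of p3 (4 samples) against the other NPs (15 samples) was 4.04, with a standard error of 0.37 on the VST scale (adjusted p = 3.85e-08 from limma, and 5.05e-08 with the replicate block, whose check gave a median r of 0.433 for same-numbered samples). The 4 p3 samples come from 2 replicate numbers, so that these p values can be too small.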

**Figure 6:**
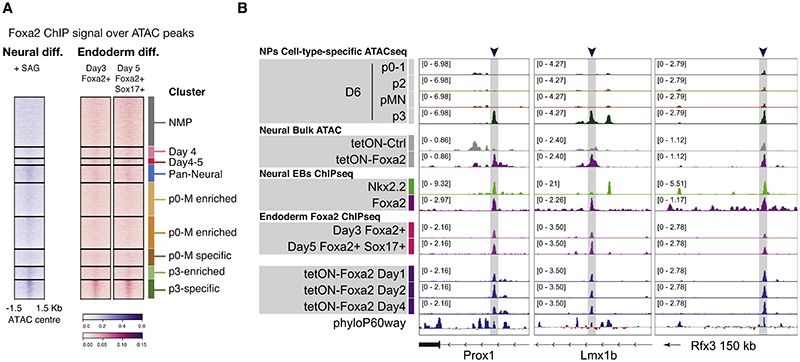
A common regulatory role of FOXA2 in ventral neural and endoderm lineages (A) Heatmap of ChIP-seq coverage for neural FOXA2 and endoderm FOXA2 at two differentiation time points^50^ show binding for both in the p3-specific accessibility cluster. (B) Potentially functionally relevant target genes expressed and/or required in both tissues, with p3-specific accessibility, opened in response to FOXA2 overexpression, bound by FOXA2 in neural and endoderm, including overexpression of FOXA2. See also Figure S6.

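At Lmx1b, the element with the largest excess in p3 at day 6 lies in intron 2 of 7, on chromosome 2 of mm10 from 33580294 to 33584255. It had 799 ± 376 normalized counts (SD, n = 2) in p3 at 100 nM SAG and 958 ± 625.04 (SD, n = 2) at 500 nM, against 150.5 ± 58.1 (SD, n = 2) in pMN and 244 ± 107 (SD, n = 3) in p2 at 100 nM. NMPs at day 3 already had 457 ± 48.1 (SD, n = 3), and p3 at day 4 had 378 ± 139 (SD, n = 5). The log2 fold change of p3 against the other NPs was 2.42, with a standard error of 0.25 on the VST scale (adjusted p = 2.99e-07 from limma). For Prox1, the element so chosen, on chromosome 1 from 190204334 to 190205039, had 114 ± 4.60 normalized counts (SD, n = 2) in p3 at 100 nM, and its mean was below the filter of the test. Among elements in introns of Prox1, a set defined after the values were seen, the one with the largest excess lies in intron 4 of 4, from 190126898 to 190130080, with a log2 fold change of 1.41 and a standard error of 0.19 (adjusted p = 3.81e-06 from limma). At 100 nM on day 6 this intron element had 884 ± 213 normalized counts (SD, n = 2) in p3 and 362 ± 92.9 (SD, n = 2) in pMN, a difference of degree. With the replicate block, checked for these samples by a median r of 0.433 between same-numbered samples, the adjusted p was 1.87e-07 for Lmx1b and 1.32e-07 for Prox1. The p3 samples come from 2 replicate numbers, so that these p values can be too small. The element chosen for Rfx3, on chromosome 19 from 28065099 to 28065727, had 129 ± 65.4 normalized counts (SD, n = 2) in p3 at 100 nM and 12.9 ± 5.61 (SD, n = 2) in pMN at 100 nM, and it belongs to the p3-specific cluster, but its mean over the day 6 samples was below the filter of this test.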

## Data Availability

Sequencing data (CaTS-ATAC, live Omni-ATAC, RNA-seq and bulk ATAC-seq) have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. Accession number for the SuperSeries is GSE204921. Microscopy data reported in this paper will be shared by the lead contact upon request. All original code has been deposited at https://github.com/MJDelas/Neural_DV_ATAC and is publicly available as of the date of publication. Custom code for lineage tracing quantification are available at https://github.com/MJDelas/tdTom_LinTracing. Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request.

How the deposited data were processed for this re-analysis (not part of the article)

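Chromatin accessibility was measured by CaTS-ATAC in 67 samples of mouse embryonic stem cell-derived progenitors, sorted as NMPs at day 3 and as p0-1, p2, pMN and p3 NPs at days 4, 5 and 6 from SAG concentrations of 0, 10, 100 and 500 nM. They make 25 conditions, 17 with 3 replicates and 8 with 2. The authors processed the reads with nf-core/atacseq, aligned them to mm10, called peaks with MACS2, kept consensus peaks present in at least 2 replicates and counted reads in each. The deposited table holds 111638 of these elements on a log2 scale, as the authors' DESeq2 variance-stabilizing transformation of counts normalized by size factors. A deposited HOMER annotation gives mm10 coordinates, the distance to the nearest TSS in bp and the class of 133549 elements, of which 21911 are not in the table of values.

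Coordinates were compared with a GRCm38 reference. All 111638 elements had a sequence in it and 0 ended beyond a chromosome. Of 8271 elements annotated as promoter-TSS, 8223 had their gene on the same chromosome of the reference, and for 7425 of these, 90.3%, an end of the gene was within 5000 bp of the center of the element.

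The transformation was inverted to give normalized counts and reads. In every sample 100% of the recovered values below 1000 reads were whole numbers, the largest distance from a whole number being 3.47e-10. Depth, as reads in elements, was between 9298160 and 29985325 per sample, with a median of 20254011. The filter on a mean above 100 normalized counts, which the authors also used, was applied to the mean of the samples compared in each fit, apart from an alternative without the filter. Over all samples it was met by 31744 elements.

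Differential accessibility was tested with limma 3.58.1 in R 4.3.3, by linear models of the VST values with a trend of the variance on the mean, two-sided, with only the groups compared in each fit. P values were adjusted by the Benjamini-Hochberg method over the elements passing the filter. Comparisons at day 5 used an adjusted p under 0.01 and a fold change above 2 in normalized counts. Those pooled over SAG concentrations used an adjusted p under 0.01 and an absolute log2 fold change above 2, and counted an element once if it was called in at least 1 pair. In the pooled fits every sample counted as a replicate, although samples of different concentrations can share a replicate number. Their p values can therefore be too small. Fits with the replicate number of the sample titles as a block are given beside most counts of called elements and for some of the named elements. For 15 samples the description gives another replicate number than the title, and fits with the description's numbers were run as an alternative. The fits were tested on simulated data in which 200 elements were changed. With 2 samples per group they recovered 180 of them at a 2.5-fold change and 197 at a 4-fold change, and with 3 samples per group 188 and 197, with 0 false calls in each. These simulated samples had no differences between replicate numbers. They had the same dispersion for every element, and only elements above a set mean were changed. The recovery is therefore not the power of the real comparisons, those across SAG concentrations included.

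Principal components were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 from the 30000 elements with the highest variance, centered and not scaled. The separation of p3 was tested by 100000 permutations of labels within days. Elements passing any of the pooled comparisons were clustered by k-means with 30 centers and 10 starts on centered condition means, and the centers were merged into 9 clusters by complete linkage. The cluster with the largest excess of p3 over the other NPs at day 6 was taken as the p3-specific one. TSS elements were those annotated as promoter-TSS, and all other elements were called distal.

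Elements named in the text were chosen by a rule. In the intervals the figures show, it took the element with the largest difference between p3 and pMN at day 5 for Sp8, and between p3 and the other NPs at day 6 for Neurog2 and Prdm12. At Gli2, Prox1, Lmx1b and Rfx3 it took the element annotated to the gene with the largest excess in p3 at day 6, and at marker genes the element nearest the TSS. It also took the 3 elements with the largest increase and the 3 with the largest decrease between pMN and p3 at 100 nM. Elements in introns of Gli2 and Prox1, and those named because 5 or fewer were called, were chosen after their values were seen. Some of the marker genes are not reported here.

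Alternatives to these choices covered the scale of the thresholds, the filter on the mean, the threshold itself, the replicate block, the samples in the fit, the centering of samples on their median, the trend of the variance, limma's voom on the recovered reads, the number of elements and clusters, and leaving out each replicate. The single-cell, expression, binding and mutant data of the paper were not analysed here.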

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

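The tests of mixed cells and of depth in this part were chosen after the outlying samples were seen, and the tests of differences between days were not. Sample scores were screened in 72 groups, from 12 combinations of day and cell type and 6 measures, for a sample far from the others. Chance marks about 1 in 20 groups, and 5 were marked here.

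In p2 at 100 nM SAG on day 6, replicate 3 lay apart from the other 5 p2 samples of that day. Its PC2 score was 44.2, where the others ranged from -54.5 to -23.7, and the median VST value of the p3-specific cluster was 7.06, where the others ranged from 5.61 to 6.08. If p3 cells had been mixed into the sample, elements higher in p3 and elements lower in p3 would give the same share of p3. They gave 22.7% and 23.1%, both above those of every other p2 sample of that day, so that p3 cells in the sorted sample are a candidate explanation. The sample also had the lowest depth of the 6, rank 1 with 15318155 reads. A p2 sample of day 5 with fewer reads, 13485605, had the lowest PC2 score of its group, -48.7. Because this is a single sample of another day, it does not exclude low sequencing depth. An intermediate state of every cell would give shares alike too, and mixing cannot be told apart from it.

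Another sample with a shift toward p3 at the same replicate number was tested in the same way. In pMN at 500 nM on day 6, replicate 3 had shares of 7.71% from elements higher in p3 and 12.2% from elements lower in p3, but the other sample of the condition had 16.6% from the lower elements, which is not what a mixture with p3 cells in replicate 3 alone would give. Its depth, 18619506 reads, was again rank 1 from the lowest. In pMN at 100 nM on day 4, replicates 1 and 2 had fewer reads, 14866189 and 15019193. Their shares were -6.07% and -12.9% from elements higher in p3, but -10.2% and 18.1% from elements lower in p3. The last is above the 12.2% of replicate 3 at 500 nM, so that low sequencing depth is not excluded. Replicate 3 had the highest share from elements higher in p3 in 16 of the 18 conditions of p0-1, p2 and pMN, replicate 1 in 2 and replicate 2 in 0.

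In p2 at 100 nM on day 5, replicate 3 was the highest of 6 samples, with a PC2 score of -4.39 against -48.7 to -32.1 in the others. The median VST value of the elements higher in p3 than in each other type was 6.16 in this sample and between 5.41 and 5.66 in the others. Its shares of p3 were 13.9% from elements higher in p3 and 24.9% from elements lower in p3, and its depth of 23901289 reads was not the lowest of its day and cell type. No further explanation was tested.

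In p0-1 at 10 nM on day 4, replicate 3 was the lowest of 6 samples in the median VST value of the p3-specific cluster, at 5.77 against 6.09 to 6.26. This sample had no reads in 3263 elements, where the other p0-1 samples of the day had none in 386 to 824, and a median of 28.3 normalized counts per element against 34.3 to 38.6. Its depth of 18550712 reads lay within the range of the others. The lower value goes with a lower count in the median element, and no biological explanation was tested.

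Among 5 differences between days, 2 passed a test of the difference itself. The PC2 score of p3 minus that of the other NPs was larger at day 6 than at day 4 by 132 (permutation p = 0.0164, 100000 permutations of 42 samples, adjusted p = 0.0411). The axis score, defined under the other observations, of p0-1 at 10 nM minus that at 0 nM was larger at day 6 than at day 4 by 1.77 (exact permutation p = 0.01, 200 arrangements of 11 samples, adjusted p = 0.0411). For p2, p3 and pMN the adjusted p values of the same contrast were 0.483, 0.933 and 0.9. The axis elements of each day come from the other days, so that the scores of days 4 and 6 rest on different elements and the contrast between days is not one of the same measure. The shift of p0-1 at day 6 also rests on 2 samples at 0 nM, and no technical explanation was tested for the difference between days.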

How the results depend on the processing

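Alternatives were set before the data were examined, except the day 5 fits with a log2 fold change above 2, those that combine the replicate block with another choice, and the replicate block for PC2, which were chosen after the values were seen. Of the alternatives for results answering a comparison, 167 left the result in place, 98 moved it and 1 made it stronger. Alternatives were counted for 6 of the named elements with a test, and all 36 left these in place. The count covers no other named element. Causes were not tested unless stated.

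Between pMN at 100 and 500 nM, 20 elements were called with the replicate block, 5 with the replicate numbers of the descriptions as the block, 2 with the block and a log2 fold change above 2, and 3 with the block and centered samples, 1 of them higher and 2 lower at 500 nM. For p3 the counts were 5 with the block, 3 with the block and a log2 fold change above 2, and 5 with the block and centered samples. All other alternatives gave 0, as did the fits that each left out one replicate, with 25 to 1119 elements at an unadjusted p under 0.05.

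Between pMN and p3 at 100 nM, no mean filter gave 29910 elements, any fold change at an FDR of 0.05 gave 12373, and a log2 fold change above 2 gave 2027 without and 2027 with the replicate block. Fits without one replicate ranged from 5616 to 6699. At 500 nM the counts were 8736 with no mean filter, 6247 with any fold change at an FDR of 0.05, 5645 with the replicate block under either numbering, 4993 with all day 5 samples in one fit, 4090 with centered samples, 1120 with voom, 1281 with a log2 fold change above 2, 1588 with that and the block, and 5616 with centered samples and the block. No replicate was left out at 500 nM, since 1 sample would remain.

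For p0-1 at 0 and 10 nM, 3 elements were called with no mean filter, 400 with any fold change at an FDR of 0.05, 310 with the replicate block under either numbering, 155 with all day 5 samples in one fit, 2 with the block and a log2 fold change above 2, and 290 with the block and centered samples. Centered samples, no variance trend, voom and a log2 fold change above 2 each gave 0, with 4647, 4981, 4704 and 4741 elements at an unadjusted p under 0.05. Fits without one replicate ranged from 0 to 0, with 3052 to 5611 such elements. For p2 at 10 and 100 nM, 507 were called with the block under either numbering, 1 with all day 5 samples in one fit and 361 with the block and centered samples.

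Between p0-1 and p2 at 10 nM, the counts were 3408 with no mean filter, 2494 with any fold change at an FDR of 0.05, 1492 with the block under either numbering, 1400 with all day 5 samples in one fit, 7 with centered samples, 1 with no variance trend, 1 with a log2 fold change above 2, 441 with that and the block, and 1509 with centered samples and the block. Fits without one replicate ranged from 0 to 1797, and those with 0 had 4608 to 7804 elements at an unadjusted p under 0.05.

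For the comparisons pooled over SAG, counts are given with the VST difference in place of normalized counts, no mean filter and a fold change above 2, in this order. Among p0-1, p2 and pMN they were 95, 787 and 1161 at day 4, 363, 4682 and 3933 at day 5, and 647, 5579 and 4852 at day 6. For p3 against the others they were 410, 4878 and 3546 at day 4, 2139, 17465 and 9263 at day 5, and 3889, 24121 and 12704 at day 6. Between days 3 and 4 they were 6443, 44779 and 18848, between days 4 and 5 they were 1707, 12999 and 9350, and between days 5 and 6 they were 128, 1263 and 3467. The share of elements higher at day 4 than at day 3 was 69.8% in the analysis as reported and 45.7% with a fold change above 2. Fits without one replicate ranged from 727 to 1165 for p0-1, p2 and pMN at day 6.

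The replicate block changed none of these 9 counts by more than 10 elements except those of day 6, which went from 1148 to 1163 and from 6163 to 6186.

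No paired analysis was possible for the squared correlation of replicates, the ratio of distal to TSS spread or the share of PC1. These come from no test of groups. The number of p3-specific elements rests on elements selected by tests, and is given only for tests without the replicate block. The lowest squared correlation of the pMN replicates was 0.937 with log2 counts, 0.947 for elements with a mean above 100 and 0.928 with Spearman's correlation, and 0.956 to 0.967 without one replicate. PC1 held 59.2% of the variance with the 5000 most variable elements and 39.7% with all elements. The p3-specific elements numbered 1790 with seed 3, 804 with 10 clusters, 1145 by the direct rule and 1115 to 1989 without one replicate.

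The axis shift of pMN, 0.23, had an exact permutation p, adjusted over the 4 comparisons, of 0.283 and one of 0.0417 with the replicate block, and 0.123 to 0.5 under the other alternatives. Centering the samples cannot move this score. For p0-1 and p2 no axis was left with a log2 fold change above 2, nor for p0-1 with low GC content or without replicates 1 or 3, nor for p2 without any one replicate.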

Differences from the paper's values

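The paper's counts in this part come from DESeq2 and those set against them from limma. DESeq2 was not run here, so that a difference of test is not separated from one of threshold. Between pMN and p3 at 100 nM SAG on day 5, 6335 elements were called, against over 2000 in the paper's text. None of the alternatives set before the data were examined closed the gap. A log2 fold change above 2 in place of a fold change above 2 gave 2027, without and with the replicate block, and this alternative was chosen after seeing the values.

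Between p0-1 and p2 at 10 nM on day 5, 4 elements were called, against almost 500 in the paper's text. None of the alternatives set before the data were examined closed the gap, and with the replicate block the count was 1492. A log2 fold change above 2 with the replicate block, chosen after seeing the values, gave 441.

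Other comparisons of Fig. 2D differed too, with the paper's values read by eye. For pMN at 100 nM, 4272 elements were called against p0-1 at 0 nM, where the paper shows about 1200 in Fig. 2D, read by eye, 2980 against p0-1 at 10 nM, where it shows about 620 in Fig. 2D, read by eye, 6156 against p3 at 500 nM, where it shows about 2600 in Fig. 2D, read by eye, and 6335 against p3 at 100 nM, where it shows about 2200 in Fig. 2D, read by eye. For p3 at 100 nM, 5416 elements were called against p0-1 at 0 nM, where the paper shows about 2400 in Fig. 2D, read by eye, 5974 against p0-1 at 10 nM, where it shows about 2400 in Fig. 2D, read by eye, 6679 against p2 at 10 nM, where it shows about 2600 in Fig. 2D, read by eye, 5114 against p2 at 100 nM, where it shows about 1900 in Fig. 2D, read by eye, and 5056 against pMN at 500 nM, where it shows about 1400 in Fig. 2D, read by eye. Of the alternatives set before the data were examined, the replicate block was run for these pairs and did not close a gap. With a log2 fold change above 2, chosen after seeing the values, the counts were 1013, 522, 2244 and 2027 for pMN and 2198, 2429, 2819, 1655 and 1444 for p3, and the gap closed in each pair. The same threshold opened a gap for pMN and p3 at 500 nM, where 2709 elements were called with a fold change above 2 and 1281 with a log2 fold change above 2, against over 2000 in the paper's text. With the replicate block as well the count was 1588, nearer to the paper's value but still below it.

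The paper's legend describes the loci at Neurog2 and Prdm12 as closed at day 3 and in p3. In NMPs at day 3, the elements there had 1185 and 1238 normalized counts, more than in p3 at day 6, with 538 and 474. These counts cover elements of 3804 and 6938 bp, and do not show whether a narrower peak within them was open.

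The paper gives 3 replicates per condition, and 8 of the 25 conditions had 2.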

Other observations

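In this part, the tests of scaling, of a chromosome at another copy number in a share of the cells, and of progress over days were chosen after the result was seen. The other tests were written before their results.

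Each count of called elements was set against other splits of the samples. Between pMN and p3 at 100 nM, 1 of the 4 splits of the 6 samples that part every same-numbered pair gave as many elements as the real one, which is the real one, and the highest of the others was 0. The same held, with 1 of 4 and a highest other of 0, for p0-1 at 0 and 10 nM and for p0-1 and p2 at 10 nM, and with the replicate block for these 3 comparisons and for p2 at 10 and 100 nM. For p2 at 10 and 100 nM without the block, 4 of 4 splits gave 0 elements, with 3721 at an unadjusted p under 0.05 in the real split. Splits that part fewer same-numbered pairs put both samples of a number in one group, and over all 10 splits the highest other count was 0 too. The share cannot fall under 0.05 with so few splits.

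For the 9 comparisons pooled over SAG, labels were permuted within the replicate number in 100 draws, the real labels included. In each, 1 of 100 draws gave as many elements as the real labels. The highest other counts among p0-1, p2 and pMN were 0, 0 and 398 at days 4, 5 and 6, and for p3 against the others 0, 566 and 1384. They were 1242 between days 3 and 4, 1446 between days 4 and 5 and 105 between days 5 and 6.

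The p3-specific elements were searched for the core of the FOX motif, TGTTTAC, on either strand, since the paper assigns the strongest footprint of p3 to FOXA2. It was present in 29.1% of the 2739 elements, where sets matched on GC content and width from 30268 other elements gave 17.0%, a ratio of 1.71, and 0 of 10000 random sets had as high a share. In the 1145 elements of the direct rule the ratio was 2.05, and in the 908 elements lower in p3 it was 0.756. The elements were richer in AT, with a median GC content of 46.3% against 52.7%. AT-rich sequence alone would enrich other 7-mers of the same base composition as much, but 1 of 210, the FOX core itself, was as enriched, with a median of 0.989. Its rank was 2 among 8192 7-mers. On simulated data, random sets gave a mean ratio of 1.01, and planted motifs 2.10 where 2.10 had been planted. The search does not say which factor binds.

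A shift with SAG too small for single elements was tested along the axis between neighboring cell types, with axis elements taken from the other days. The axis ran from pMN to p3 for pMN and p3, from p0-1 to p2 for p0-1, and from p2 to pMN for p2. Axis elements were called with samples pooled over SAG. The p0-1 samples came from 0 and 10 nM, p2 from 10 and 100 nM, and pMN and p3 both from 100 and 500 nM. The axes used for p0-1 and p2 therefore also contrast SAG concentrations. On them, a response to SAG alone cannot be told apart from a move toward the neighboring cell type. From 0 to 10 nM, p0-1 moved by 1.15 log2 units, 53.5% of the axis, higher at 10 nM in 8 of 8 same-numbered pairs (exact permutation test, p = 0.00025, the smallest possible, adjusted p = 5e-04 over the 4 comparisons). The shift was 0.52 at day 4, 0.64 at day 5 and 2.30 at day 6, with 2 samples at 0 nM on day 6, and the median difference of the pairs was 0.67. From 10 to 100 nM, p2 moved by 0.61, 28.1% of the axis, in 9 of 9 pairs (exact permutation test, p = 0.00025, adjusted p = 5e-04). For pMN and p3 the shifts from 100 to 500 nM were 0.23 and 0.24, 7.53% and 7.83% of the axis, in 6 of 7 and 5 of 6 pairs (exact permutation tests, adjusted p = 0.283 for each). With labels permuted within day and replicate number the adjusted p values were 0.00781 for p0-1 and p2, the smallest possible, 0.0417 for pMN and 0.0625 for p3. The differences between these shifts were not tested. A planted shift of 30% of the axis was recovered as 30.0%.

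Mixing with the neighboring cell type would give alike shares from elements higher and elements lower in the neighbor on each day. The lowest ratio of the shares was -0.0217 for p2 cells among the p0-1 samples at 10 nM and 0.144 for pMN cells among the p2 samples at 100 nM, the first of these from day 4 with 70 elements lower in p2. On days 5 and 6 there were 7 such elements. For p2 at day 6 the shares were alike, 18.0% and 17.9%, as mixing with pMN would give. Mixing that varied between days would still give alike shares within a day. On day 4 the shares were -1.97% and 90.9% for p0-1, and 10.3% and 71.6% for p2. Mixing measured without error would not give these, but no spread was computed for the shares. Shares of p3, estimated in a like way from lower elements, varied widely between single samples of day 4. They ran from -83.4% to 79.5% in p0-1 and from -64.2% to 40.6% in p2. The shares of day 4 therefore do not exclude mixing. On days 5 and 6 few elements were lower in the neighbor, and mixing is not excluded there. A shift of accessibility with SAG in p0-1 and p2 may remain as a hypothesis.

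Elements called with the replicate block across SAG concentrations were tested for technical causes. For p0-1 at 0 and 10 nM, 278 of 310 were still called with every sample's median set equal, 278 after thinning to the lowest depth and 245 after removing deviations by GC content and level. The direction depended on the correction, with 157 higher and 133 lower at 10 nM in the first fit, 163 and 132 in the second, and 127 and 160 in the third, against 189 and 121 without a correction. For p2 at 10 and 100 nM the counts were 350, 398 and 368 of 507, and for p0-1 and p2 at 10 nM they were 1490, 1417 and 1451 of 1492. Of the p0-1 elements, 81.9% differed in the direction in which pMN differs from p0-1, against 62.2% of all tested elements. For p0-1, days 4 and 6 gave this direction, because the day 5 samples of p0-1 are those compared, although the test as written named day 5. The pMN samples also came from higher SAG concentrations than the p0-1 samples, so that a response to SAG alone could share this direction. For p2, with the direction taken from day 5 and so from another axis than for p0-1, the share was 9.86%, against 52.2% of all tested elements, so that most of these elements differ in the direction opposite to this axis, while the axis score of p2, from elements chosen for the difference between p2 and pMN, moved toward pMN. Of the p2 elements, 92.5% differed in the direction in which pMN changes from day 4 to day 6 when 10 nM is set against 100 nM, against 66.1% of all tested, and p2 cells at 10 nM may be further along the change over days. For p0-1 this share was 56.5%, against 53.8% of all tested, which is not what progress over days would give.

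Replicate 3 had fewer counts across chromosome 8. The largest median deviation of a chromosome from its condition mean was 0.259 in size, below the 0.3 set for a whole chromosome gained or lost, but the condition mean includes the sample itself, which makes the deviation smaller, so that this test does not exclude it. It was lowest in replicate 3 on chromosome 8 in 17 of the 17 conditions with 3 replicates, with a mean of -0.20 ± 0.03 (SD, 25 samples), against 0.10 and 0.14 in replicates 1 and 2. It was below 0 in 13 of 13 windows of 10 Mb, from -0.22 to -0.14, so that it was not limited to part of chromosome 8. On chromosome 11 replicate 3 was lowest in 16 of 17 conditions, with a mean of -0.10. A chromosome at another copy number in a share of the cells of that differentiation is a candidate explanation, and no karyotype was analysed here.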
